# Natural variation in the maternal and zygotic mRNA complements of the early embryo in *Drosophila melanogaster*

**DOI:** 10.1186/s12864-022-08839-4

**Published:** 2022-09-08

**Authors:** Anna A. Feitzinger, Anthony Le, Ammon Thompson, Mehnoor Haseeb, Mohan Koumar Murugesan, Austin M. Tang, Susan E. Lott

**Keywords:** Early embryonic development, Maternal gene expression, Early zygotic gene expression, Expression variation

## Abstract

**Background:**

Maternal gene products supplied to the egg during oogenesis drive the earliest events of development in all metazoans. After the initial stages of embryogenesis, maternal transcripts are degraded as zygotic transcription is activated; this is known as the maternal to zygotic transition (MZT). Recently, it has been shown that the expression of maternal and zygotic transcripts have evolved in the Drosophila genus over the course of 50 million years. However, the extent of natural variation of maternal and zygotic transcripts within a species has yet to be determined. We asked how the maternal and zygotic pools of mRNA vary within and between populations of *D. melanogaster.* In order to maximize sampling of genetic diversity, African lines of *D. melanogaster* originating from Zambia as well as DGRP lines originating from North America were chosen for transcriptomic analysis.

**Results:**

Generally, we find that maternal transcripts are more highly conserved, and zygotic transcripts evolve at a higher rate. We find that there is more within-population variation in transcript abundance than between populations and that expression variation is highest post- MZT between African lines.

**Conclusions:**

Determining the natural variation of gene expression surrounding the MZT in natural populations of *D. melanogaster* gives insight into the extent of how a tightly regulated process may vary within a species, the extent of developmental constraint at both stages and on both the maternal and zygotic genomes, and reveals expression changes allowing this species to adapt as it spread across the world.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08839-4.

## Background

Over the course of the development of multicellular organisms, an embryo that starts with a single nucleus undergoes divisions with dynamic changes in gene expression to give rise to a functional organism. This can require tight temporal and spatial control of gene expression throughout development, which is complicated by the fact that early development requires the coordination of gene expression across two different genomes [1]. The earliest steps of embryonic development are under complete control of gene products supplied by the maternal genome before developmental control is transferred to the zygote [1]⁠⁠⁠. This process, where control of development is handed off between the maternal and zygotic genomes, is known as the maternal to zygotic transition (MZT) and has been the subject of study of many model organisms [2]⁠. In *Drosophila melanogaster*, maternal RNAs are transcribed during oogenesis in specialized cells called nurse cells and then supplied to the oocyte [3]⁠. During the MZT, these maternal RNAs are degraded as the zygotic genome is activated, ~ 2.5 h after fertilization [4]⁠. Levels of many transcripts produced by both the maternal and zygotic genomes appear invariant across the MZT, indicating precise coordination of maternal degradation and zygotic transcription [5]⁠.

Given the importance of early development to organism survival and its dependence on precise regulation and coordination across the maternal and zygotic genomes, it may be unsurprising that a previous study found a high level of conservation of transcript levels at these stages across *Drosophila* species [6]⁠. However, the same study [6]⁠ also identified changes in transcript representation and abundance across the 50 million years of divergence time of *Drosophila* at both the maternal and zygotic stages. Given that these species have significant differences in the environments in which they develop, some of these changes may be functionally critical to developing under different conditions. Correlations of maternal and zygotic transcript levels decreased with evolutionary divergence, and changes in transcript representation were found even between closely related species [6]⁠. Yet, a significant question remains: do differences in maternal and zygotic transcript levels evolve in the comparatively short evolutionary timescales represented by different populations within a species? Understanding the extent of changes in transcript levels in these critical developmental stages of populations within a species can inform us about the timescale of evolutionary change. Exploring the types of genes that change in the context of different populations may also be a promising avenue for understanding the functions and potential adaptive value of these changes.

In this study, we sought to determine the extent of variation in maternal and zygotic embryonic transcriptomes within and between populations. To maximize the probability of observing differences, we chose populations of *D. melanogaster* from Africa and North America, as these were likely to be highly genetically diverged. As a species, there is evidence that *D. melanogaster* has its origins in Sub-Saharan Africa [7, 8]⁠⁠. Approximately 10,000 years ago, it is likely that *D. melanogaster* began to expand beyond Sub-Saharan Africa and eventually into northern Africa, Asia, and Europe [9, 10]⁠. Only within the past few hundred years were North American populations of *D. melanogaster* founded [11]. With the expansion of *D. melanogaster* out of Sub-Saharan Africa, there was likely a significant loss in genetic diversity ⁠[12]⁠. Efforts to sequence genomes from different lines and geographic populations of *D. melanogaster*, including African populations, has been ongoing in order to understand underlying genetic variation and the demographic history of the species [8]⁠.⁠ Taking advantage of the large number of sequenced genomes and RNA sequencing technology, it has more recently become possible to interrogate correlations between genetic variation and transcriptome diversity. For instance, a previous study found that for adult flies, the greater genetic diversity of African populations of *D. melanogaster* did not result in a significantly higher level of gene expression differences within an African population as compared to within a European population ⁠[13]⁠. This has brought to light the extent of differential gene expression between these populations within the same species.

Here, we address how the maternal and zygotic transcriptomes controlling the critical processes in early embryogenesis differ within and between populations of *D. melanogaster*. We performed RNA-Seq on embryos from four lines from Zambia and four lines from North America, from two developmental stages, one stage where all transcripts present are maternal in origin and the other after zygotic genome activation. Transcript level variation was quantified within two populations as well as putative fixed differences in gene expression between them. We discovered that variation of both maternal and zygotic transcript levels is higher within populations than between populations. We find that there is more expression variation within the Zambia population at both stages relative to the Raleigh (North Carolina, USA) population. We observe an enrichment on the X chromosome for maternally deposited mRNAs that are differentially deposited between the two populations. Additionally, we find less transcript level variation between any two of our *D. melanogaster* lines than between species of *Drosophila* ranging 250,000—8 million years divergence time (*D.simulans* versus *D.sechellia* and *D. yakuba* versus *D.erecta*). Overall, our results demonstrate that expression level variation at these two stages is consistent with what is known about the differences in genetic variation between these populations. Furthermore, differences in transcript levels at these two stages between populations of *D. melanogaster* recapitulate what is known between species of *Drosophila.*

## Results

In order to investigate the natural variation of RNA levels within a species at stages of embryogenesis controlled by maternal and zygotic genomes, we sequenced embryonic transcriptomes from different *D. melanogaster* populations. Single embryos were collected at a stage in which all RNA has been maternally provided (Bownes’ stage 2, [14]⁠⁠), and another stage after zygotic genome activation (late stage 5; or end of blastoderm stage). In order to maximize genetic diversity, we chose four lines from Siavonga, Zambia [15] and four Drosophila Genetics Reference Panel (DGRP) [16]⁠⁠ lines from Raleigh, North Carolina. Three biological replicates were sequenced per line and stage. An average of 2.83 and 2.89 million high-quality 100 bp paired-end reads were mapped to the same reference *D. melanogaster* genome from the Zambia and Raleigh lines, respectively. 

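RNA from single embryos of 4 Raleigh and 4 Zambia lines was sequenced at stage 2 and at late stage 5, with 3 embryos per line and stage and 48 embryos in all. The authors trimmed the reads with Cutadapt 1.7, mapped them with HISAT2 2.1.0 to FlyBase release 6.18 of the genome and counted them per gene with featureCounts. The deposited table holds these counts without normalization for 17481 genes, each listed by its FlyBase identifier. Gene symbols, gene types and positions on the BDGP6 assembly were taken from a newer annotation than the one the authors used. It matched 17343 of the identifiers, and the 138 others held 1.13% of the counts. The 3 RAL357 embryos of each stage all carry replicate number 1 in the column names of the table. They were used as 3 replicates, here called a, b and c in the order of the columns.

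At stage 2 the median total count per embryo was 29477662 in Raleigh (27667108 to 30092921) and 28549659 in Zambia (25090803 to 30329144). At stage 5 it was 27625542 in Raleigh (340746 to 30692193) and 27996718 in Zambia (26388365 to 30783589). The lowest total belongs to RAL360 replicate 3, where 1 count equals 2.93 CPM (counts scaled to a common library size). A floor of 3 counts equals 8.80 CPM in that embryo and 0.105 CPM in the median library of the stage. Reads without molecular identifiers are not independent molecules, so this floor covers counting error only. In the unit of the paper's averages of 2.83 for Zambia and 2.89 for Raleigh, the mean total per embryo in the table was 28.3 ± 1.32 (SD, n = 24 embryos) for Zambia and 27.5 ± 5.95 (SD, n = 24) for Raleigh. The values given here use the totals of the table.

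Differential expression (DE) was tested with edgeR's quasi-likelihood F-test on TMM-normalized counts. The filter filterByExpr, with line as the group, kept 7566 genes at stage 2 and 10000 at stage 5, and genes with a Benjamini-Hochberg adjusted p under 0.01 were called DE. The paper's text does not name its threshold. A population was sampled by its lines, so differences between populations in a count of genes were tested by an exact two-sided permutation test over the 35 splits of the 8 lines into 4 and 4, whose smallest p is 0.0286. The Spearman correlation across genes between embryos of the same line had a median of 0.996 at stage 2 and 0.991 at stage 5. Its lowest values were 0.975 between ZI470 replicates 1 and 2 at stage 2 and 0.948 between RAL360 replicates 2 and 3 at stage 5. After each gene was centred, the stage 2 embryo ZI470 replicate 1 had a correlation across genes of 0.0015 with the other embryos of its line. For the other 47 embryos the lowest such correlation was 0.2996. The embryo was kept under its label.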

Hierarchical clustering of the transcriptomes resulted in samples clustering initially by stage then by population, with the exception of one Raleigh line whose stage 5 sample fell outside the three other stage 5 Raleigh samples (Fig. 1A). 

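Line means of normalized expression were clustered by complete linkage on 1 minus their Spearman correlation. With the 16 means of both stages in 1 tree, the first division placed all 16 with their stage. The correlation across genes was at least 0.952 between stage 2 means, at least 0.955 between stage 5 means and at most 0.875 between stages. At stage 2 all 8 lines fell on the side of their population. At stage 5 the tree, cut into 2 groups, set RAL360 apart from the other 7 lines. By this cut 5 of the 8 lines fell with their population, since the other Raleigh lines shared a side with the Zambia lines. Divisions among those 7 lines were not examined, so the other Raleigh lines may still group together. The same 5 did so with 1 minus the Pearson correlation, with average linkage and without RAL360 replicate 3, the embryo with the lowest total. With the genes kept by filterByExpr in place of all genes with a count, all 8 did, and likewise without the stage 5 embryo ZI470 replicate 1.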

When we included transcriptomes from an outgroup, *D. simulans,* which share a common ancestor ~ 2.5 MYA with *D. melanogaster* [17]⁠⁠, to the clustering, the *D. simulans* samples clustered by stage with, but outside of, the *D. melanogaster* transcriptomes (Fig. 1A). Principal component analysis also separates individual lines by stage with the corresponding principal component (PC1) representing nearly 80% of the variation (Fig. 1B).

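Principal components were computed from counts divided by DESeq2's size factors, over the 15618 genes with at least 1 count. PC1 held 85.9% of the variance and PC2 7.93%, and PC1 separated all 48 embryos by stage. The 10 genes with the highest variance, among them the mitochondrial large ribosomal RNA, held 62.1% of it. The choice of values moved the share of PC1 to 74.8% with raw counts and to 91.5% with the 16 line means, and left it at 85.9% with log2 values. That of PC2 was 12.2% with raw counts, 4.28% with line means and 1.83% with log2 values. Maternal and zygotic genes checked the stage labels. The mean level of osk was 1203 CPM in Raleigh and 1211 CPM in Zambia at stage 2, and 5.64 and 5.91 CPM at stage 5. The mean level of ftz was 0.638 CPM in Raleigh and 0.682 CPM in Zambia at stage 2, and 374 and 420.3 CPM at stage 5. In every line, bcd and nanos fell and eve, sna and twi rose from stage 2 to stage 5.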

**Fig.1:**
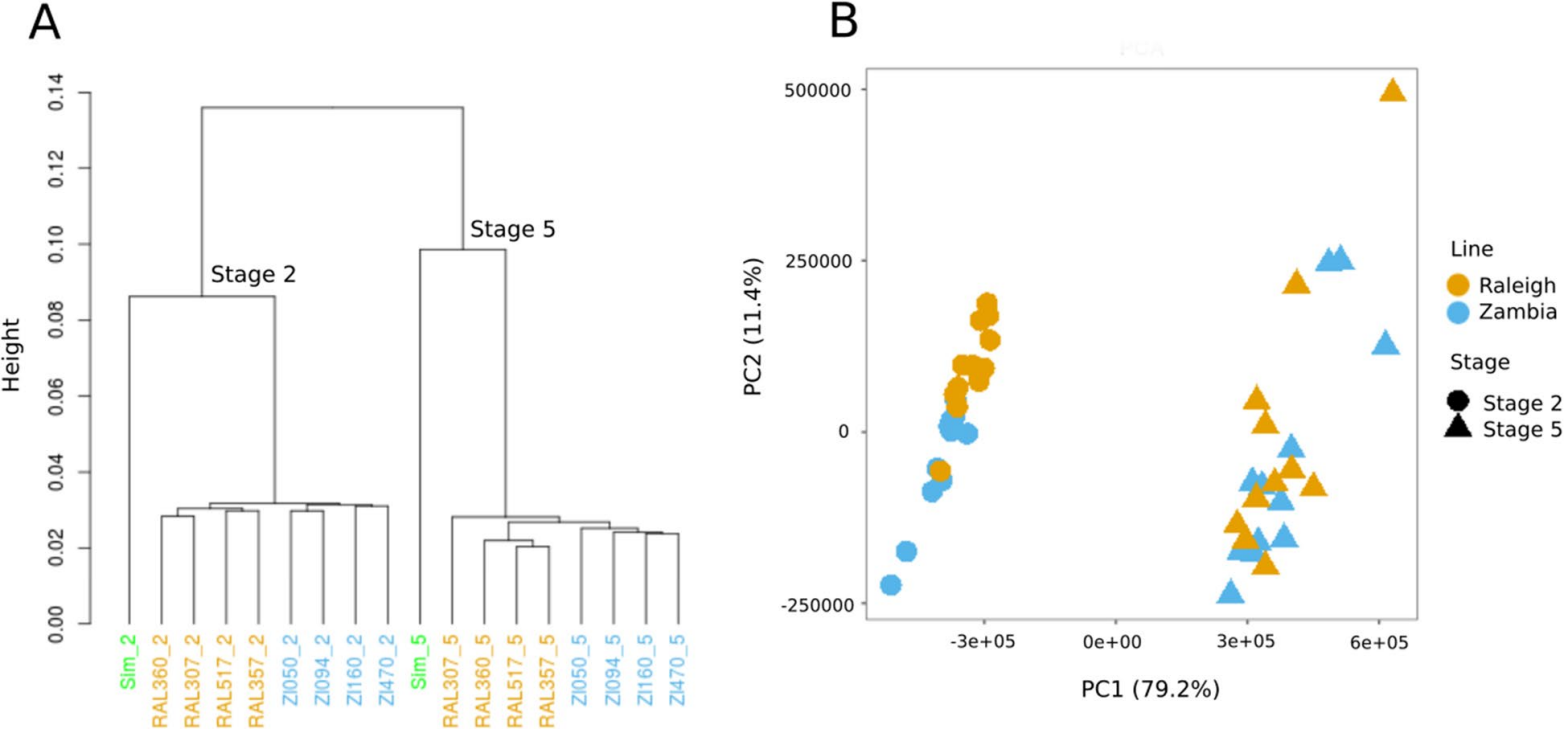
Populations are distinct at each developmental stage. **A** Hierarchical clustering of transcriptomes from stage 2 (labels ending with _2) and stage 5 (labels ending with _5) embryos, from 8 lines of *D. melanogaster*, four from Raleigh (RAL, orange) and four from Zambia (ZI, blue), with closely related species *D. simulans* (Sim, in green text) as an outgroup. Samples cluster first by stage, then by species, then by population. **B** PCA shows that these same samples separate first by stage (PC1, which explains a large proportion of the variance at 79.2%), then by population (PC2, 11.4% of the variance), though more distinctly at stage 2 than stage 5

### Expression variation differs within populations

To explore the patterns of variation in the maternal and zygotic embryonic transcriptomes within and between populations of *D. melanogaster*, we performed differential expression (DE) analysis on our transcriptomic dataset. First, we asked how many genes are differentially expressed within each population, Zambia and Raleigh, at maternal and zygotic stages of development. To do this, we implemented a likelihood ratio test in DESeq2. We normalized our differential expression results to numbers of genes expressed (see Methods) at each stage in order to compare proportions of genes differentially expressed between stages. We found that overall, there are more differentially expressed genes at stage 5 than at stage 2 within both populations (Fig. 2A). This is consistent with previous findings between species that zygotic gene expression evolves faster than maternal gene expression [6]⁠. 

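Among the genes tested at stage 2, 16.8% were DE between the 4 Zambia lines and 20.4% between the 4 Raleigh lines. At stage 5 these shares were 47.0% for Zambia and 24.0% for Raleigh. The alternative that moved these results most was thinning every stage 5 embryo to the total of the smallest library, which left 722 DE genes within Zambia and 266 within Raleigh. Thinning to the second-lowest total of the stage, a setting chosen after seeing the data, left 4636 and 2396.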

Strikingly, there are many more differentially expressed genes at both stage 2 and stage 5 within the Zambia population than between Raleigh lines. 

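At stage 2, 1272 genes were DE between the 4 Zambia lines and 1540 between the 4 Raleigh lines, a difference (Zambia minus Raleigh) of -268 genes (exact permutation test, two-sided p = 0.943). Without ZI470 replicate 1, 2655 genes were DE within Zambia and the difference was 1115 genes. Across the 24 fits that each left out 1 embryo it lay between -916 and 1115, and it was above 0 in 9 of them, which besides that fit were those without RAL357 replicate a or c or any 1 embryo of RAL360 or RAL517 (22 to 271 genes).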

Total number of DE genes within these populations were 3174 and 2512 at stage 2, respectively. At stage 5 total number of DE genes was 4723 within the Zambian population and 3648 within the Raleigh population.

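At stage 5, 4704 genes were DE between the Zambia lines and 2402 between the Raleigh lines. The difference of 2302 genes had an exact permutation p of 0.0857 (two-sided), and leaving out 1 embryo at a time moved it between 1462 and 2988. The Raleigh embryos include RAL360 replicate 3, and without this library 2654 genes were DE within Raleigh. The paper finds that, at both stages, expression varies more within the Zambia lines than within Raleigh.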

**Fig. 2:**
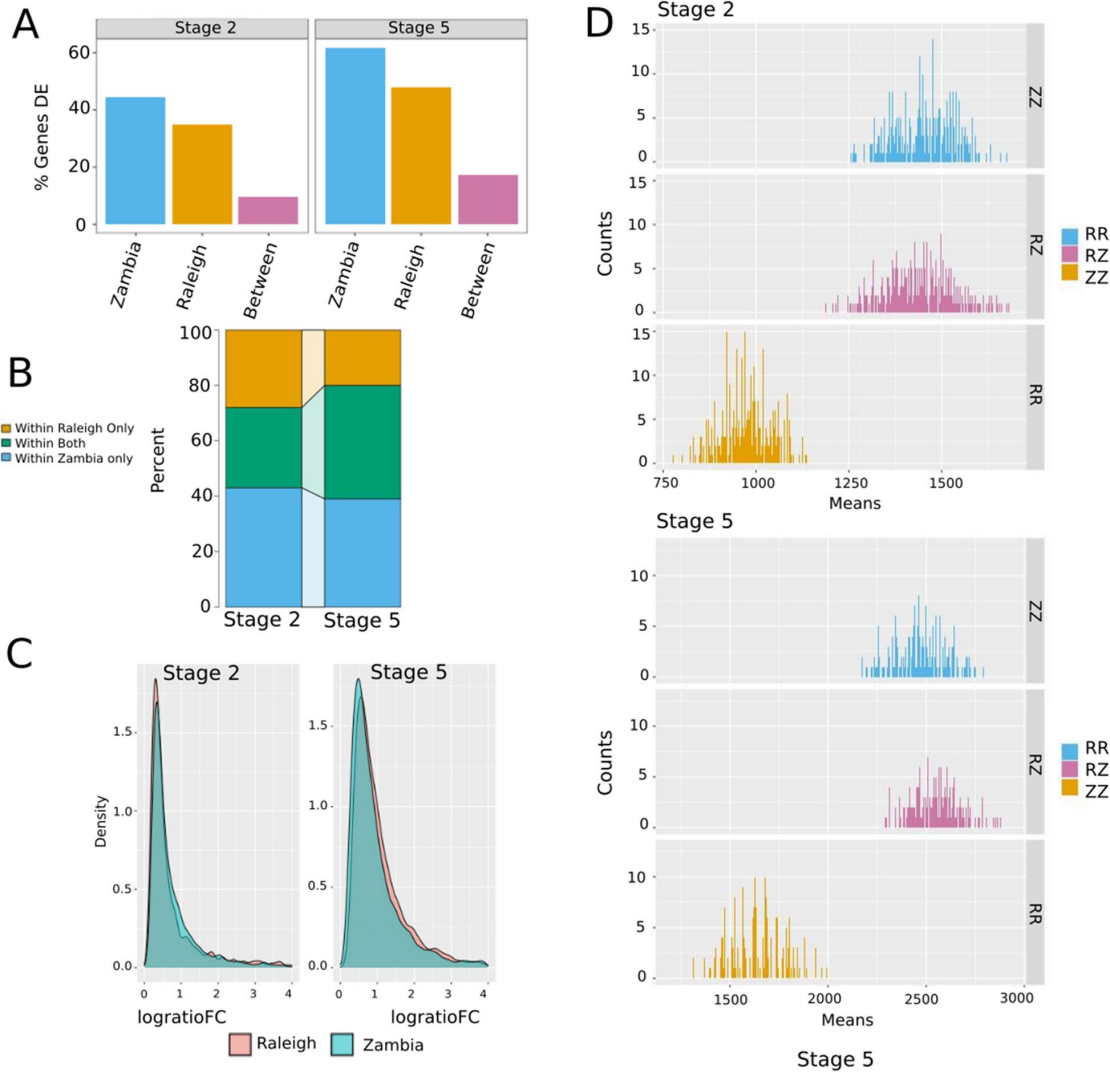
Differential expression within and between populations (Higher number of differential expression within Zambia. Larger magnitude of changes within Raleigh at Stage 5) **A** Percent of genes differentially expressed within and between the Zambia and Raleigh populations at stage 2 and stage 5. More differences are found within populations (blue, orange) than between populations (pink). **B** Proportion of transcripts which have variation in transcript levels in only one population (orange or blue) or have differentially expression within both populations (green) at stage 2 and stage 5. **C** To control for the number of comparisons within and between lines, we also examined pairwise differences between lines at each stage (stage 2 top, stage 5 bottom). When compared in this way, at both stages, the distributions of DE genes within the Zambia population and between the Zambia and Raleigh populations are similar, with fewer DE genes within the Raleigh lines. **D** Distributions of the magnitudes of differences in expression in DE genes, which shows that the magnitude of changes between differentially expressed genes is greater within the Raleigh population at stage 5 than the Zambia population at this stage

We asked if there were similarities in the identity of genes with differential expression within populations at the two stages. A proportion of genes were found to be differentially expressed within both populations at stage 2 and stage 5 (Fig. 2A). Of all the DE genes at stage 2 combined, 43% were only DE within Zambia and 28% within only Raleigh lines, while 29% of genes were DE in both (Fig. 2B). 

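Of the 2391 genes DE within at least 1 population at stage 2, 851 (35.6%) were DE only within Zambia, 1119 (46.8%) only within Raleigh and 421 (17.6%) within both. For all 35 splits of the 8 lines into 4 and 4, the share DE within both groups lay between 12.7% and 23.1%. The share moved most with an adjusted p under 0.05 as the threshold, to 28.0%.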

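At stage 5, 5790 genes were DE within at least 1 population. Of these, 3388 (58.5%) were DE only within Zambia, 1086 (18.8%) only within Raleigh and 1316 (22.7%) within both.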

At stage 5 the percent of genes only DE within the Zambia lines stayed relatively similar at 39% whereas the percentage of genes only varying expression within the Raleigh population was lower at 20%, due to a higher proportion of genes in both (at 41%; Fig. 2B). Thus, the percentage of genes varying in expression levels in both populations is higher in stage 5 than stage 2. Therefore, there is a common set of genes that vary in transcript levels within both populations in addition to a unique set of genes that vary only within the respective populations, and these vary by stage, with more shared differences at stage 5.

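The share of genes DE within both populations at stage 5 was the lowest of the shares from the 35 splits of the lines, the highest being 35.7%. Every other split mixes Raleigh and Zambia lines in both groups, so genes that differ between the populations can raise its share. The rank of the real split therefore does not show how far variable genes are shared. Leaving out 1 embryo at a time moved the share DE within both populations between 17.1% and 24.1% at stage 5 and between 11.7% and 20.1% at stage 2.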

### Differences in the magnitude of expression variation within populations

With more genes differentially expressed within the Zambia population than the Raleigh population, we asked if the magnitude of expression changes were similar between populations. To do this, we used the maximum and minimum expression value for each differentially expressed gene within the populations. From this, we computed the log ratio of the fold change for each DE gene. We then asked if the distribution of the log ratio of fold changes for DE genes were different between the two populations at either stage (Fig. 2C). 

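For each gene DE within a population, the highest of the 4 line means was divided by the lowest, after 0.5 CPM had been added to both. The mean log2 ratio at stage 2 was 1.16 over the genes DE within Raleigh and 1.24 over those DE within Zambia. Genes are not independent replicates, so the lines were permuted, and the difference in means had an exact permutation p of 0.886 (two-sided). Its direction did not hold when embryos were left out: the difference (Raleigh minus Zambia) lay between -0.36 and 0.17 and was above 0 in 10 of 24 fits.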

There is no significant difference between the means of log ratio of fold changes when comparing stage 2 between populations (t-test, *p* = 0.9109), thus no evidence that the magnitude of transcript abundance changes is different between populations. 

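The mean log2 ratio at stage 5 was 1.47 over the genes DE within Raleigh and 1.12 over the genes DE within Zambia, with an exact permutation p of 0.0571 (two-sided) for the difference. The difference was higher in Raleigh in all 24 fits without 1 embryo, from 0.25 to 0.51. Over the genes DE within both populations it was 0.12 (exact permutation p = 0.314).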

There is, however, a significant difference between the means of the log ratio of fold changes between the two populations at stage 5 (t-test, *p* = 7.278e-06) with a higher magnitude of fold changes within the Raleigh population. Therefore, although there are fewer genes differentially expressed within the Raleigh population at stage 5, the magnitude of these differences are on average higher than the genes differentially expressed within the Zambia population at this stage.

### More differences within populations than between populations at maternal and zygotic stages

Next, we asked if there were fixed expression differences between the populations. We define fixed expression differences as genes that are on average higher, or lower, in one population than the other (i.e. have similar levels in all lines from a population, that are significantly different than all the lines in the other population; see Fig. 3A for examples). We used the Raleigh lines and the Zambia lines as replicates in DE analysis. Similar to the expression variation within populations, the percentage of genes that were differentially expressed between populations increased from stage 2 to stage 5 (Fig. 2A). 

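Between the populations, 6.75% of the genes tested at stage 2 and 13.3% of those tested at stage 5 were DE, with the 12 embryos of each population as replicates. The setting that moved these results most was the sum of the counts of the 3 embryos of each line, which compares 4 lines with 4. At stage 2 no gene then reached an adjusted p under 0.01 and 849 had an unadjusted p under 0.05. At stage 5 there was 1 such gene, ThrRS (adjusted p = 0.000588 from edgeR's quasi-likelihood test), and 1375 had an unadjusted p under 0.05.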

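Of the genes DE between the populations, 220 (43.1%) at stage 2 and 816 (61.5%) at stage 5 were also DE between the lines of at least 1 population.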

We find that there are more genes differentially expressed within populations than fixed expression differences between the populations at both stages (Fig. 2A). We find 700 and 1325 genes differentially expressed between populations at stage 2 and stage 5, respectively.

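At stage 2, 511 genes were DE between the populations, 219 of them higher and 292 lower in Zambia. At stage 5 there were 1326, of which 601 were higher and 725 lower in Zambia. The 4 line means of one population all lay above the 4 of the other for 306 of these genes (59.9%) at stage 2 and for 564 (42.5%) at stage 5. Over all genes tested this held for 6.52% and 7.32%, and chance gives 2.86%. A total of 171 genes were DE at both stages, 157 of them in the same direction.

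Of the 10 stage 2 genes in Table S1, 10 were DE here over all genes tested and 10 adjusted over the list alone, and the line means of all 10 did not overlap. Of the 10 stage 5 genes, 9 have an identifier in the table of counts, and 9 of these were DE over all genes tested and 9 adjusted over the list alone. The paper chose both lists from these embryos, so they are not independent evidence. In the stage 5 list the highest adjusted p was 5.17e-06, for Ssk, which is listed at 0 in all 12 Raleigh embryos and had 2.47 ± 1.53 CPM in Zambia (SD, n = 4 lines; edgeR's quasi-likelihood test). The largest fold change with counts in both populations belonged to ThrRS, which fell by 2.61 on the log2 scale from Raleigh to Zambia (standard error 0.12).

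The 5 stage 2 genes with the largest fitted fold change and no overlap of line means were Unc-115a, alpha-Est9, RunxA, CG10962 and lncRNA:CR43488, all lower in Zambia. Of these alpha-Est9, RunxA and lncRNA:CR43488 had at most 1 count in any Zambia embryo, and alpha-Est9 was no longer DE in 21 of 24 fits that left out 1 embryo. At stage 5 they were Ssk, Cyp12c1, GluRIID and Cht7, higher in Zambia, and CG15515, lower in Zambia. All 5 had at most 3 counts in every embryo of the lower population. Cyp12c1 and Cht7 rest on 1 line each, with 28.4 ± 2.99 CPM (SD, n = 3 embryos) in ZI050 and 8.58 ± 0.557 CPM in ZI470 and at most 0.348 and 0.112 CPM in the other Zambia lines. With DESeq2's likelihood ratio test Cht7 had a log2 fold change of 0.39 (adjusted p = 0.569) and Cyp12c1 one of 2.82 (adjusted p = 0.00109), against 5.28 and 8.49 in edgeR's quasi-likelihood test. The adjusted p of the 5 genes lay between 0.0857 and 0.257 in edgeR's test with the embryos of each line summed.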

**Fig. 3:**
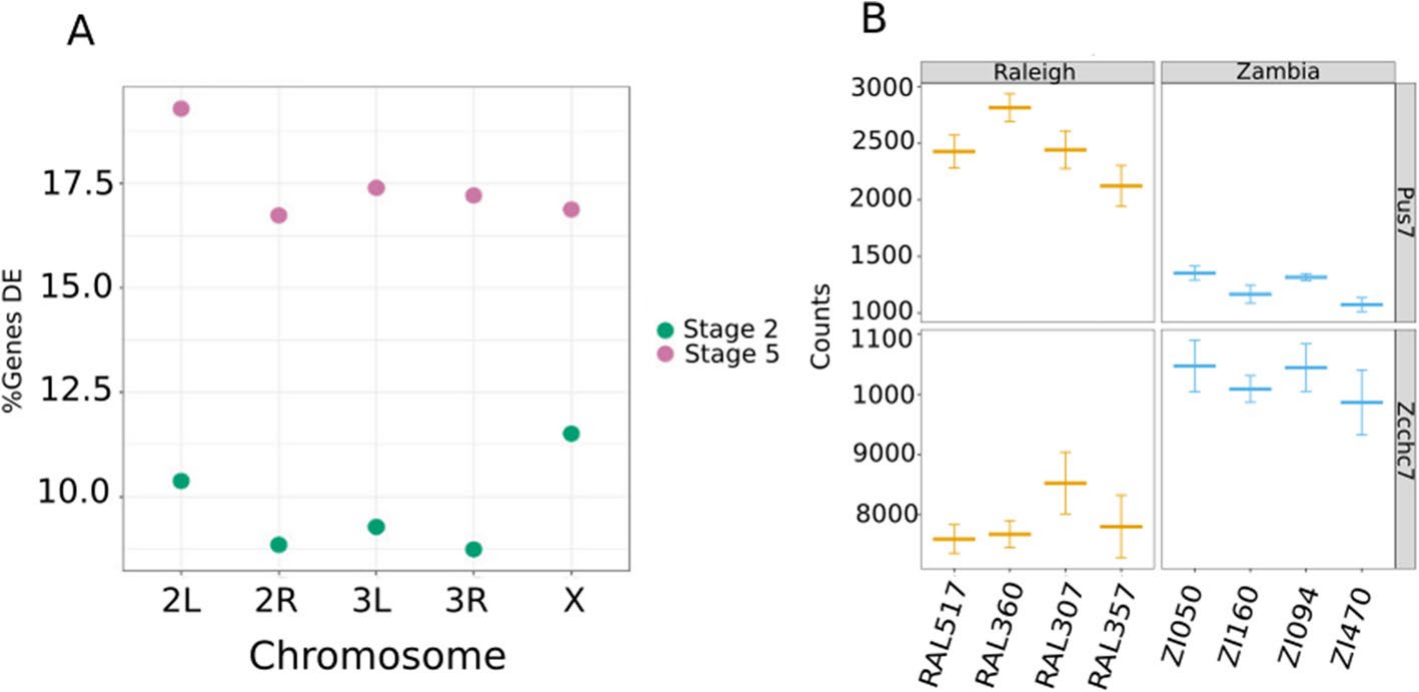
Examination of putative fixed differences between populations. **A** Expression levels in counts for two example genes, showing what we categorize as fixed differences in transcript levels between populations. This is an example of the category of genes summarized in panel B. **B** Percentage of genes that are differentially expressed between populations as compared to the number of genes on the chromosome at each stage. At stage 2, where all transcripts are maternal in origin, there is a significant enrichment of DE genes on the X chromosome

In addition to finding fixed expression differences, we asked how many genes were differentially expressed between individual lines. Genes differentially expressed between lines from different populations in the pairwise analysis represent differences only between the two lines in the comparison, rather than fixed expression differences between the two populations as in the previous analysis. This resulted in DE analysis between every pair of lines resulting in 28 of total comparisons. 12 DE tests between lines of the same population (RR and ZZ), and 16 DE tests between lines of different populations (RZ) (Fig. 2D). Since there are fewer tests between lines of the same population than between lines of different populations we used bootstrapping in order to compare the average number of DE genes between these categories. Similarly to the previous within population analysis, there are fewer DE genes between individual Raleigh lines (RR) than Zambia lines (ZZ), at both stages (Fig. 2D). 

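In pairs of individual lines, each tested on the 3 embryos of both lines, the mean number of DE genes at stage 2 was 416 ± 215 (SD, n = 6 pairs) for Raleigh with Raleigh and 474 ± 510 (n = 6 pairs) for Zambia with Zambia. The difference had an exact permutation p of 0.971 (two-sided, over splits of the lines, since pairs share lines). The means at stage 5 were 732 ± 385 and 1772.5 ± 436 genes, with an exact permutation p of 0.171. The stage 2 difference changed direction with an adjusted p under 0.05 as the threshold, to -36.2 genes, with DESeq2's likelihood ratio test, to -33.8, and in 8 of the 24 fits without 1 embryo. Without ZI470 replicate 1 the mean for Zambia with Zambia was 973 genes. In 27 of the 28 pairs more genes were DE at stage 5 than at stage 2.

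**Figure D1:**
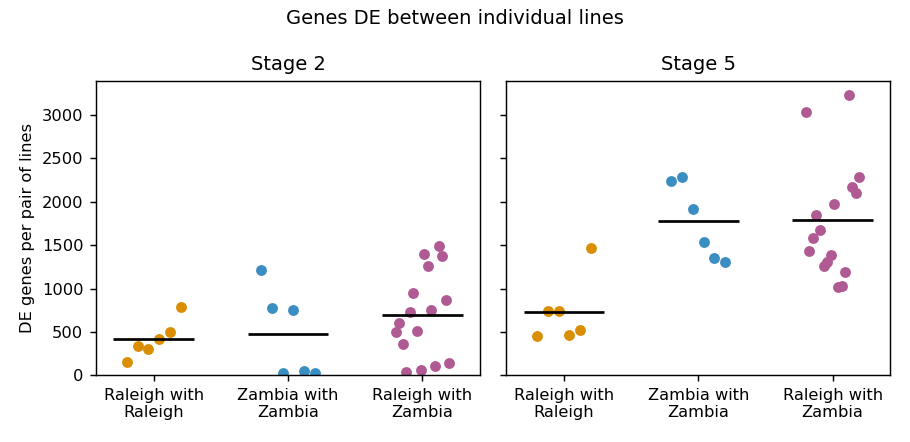
Genes DE between the lines of each pair at stage 2 (left) and stage 5 (right). Each point is 1 of the 28 pairs of lines and each line the mean of its group, and the Zambia pairs at stage 2 spread from 23 to 1213 genes.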

We find that the average pairwise differences between lines (RZ) of different populations at stage 2 was not significantly different (*p* = 0.06972; Wilcoxon rank sum test) than the average pairwise differences between Zambia lines (ZZ) at this stage (Fig. 2D). However, at stage 5, the average number of differences between lines of different populations are higher relative to the number of differences between Zambia lines (*p* < 2.2e-16; Wilcoxon rank sum test). Therefore, there is as much variation of expression between individual Zambia lines at stage 2 as between individual lines from different populations at this stage. In contrast, variation between individual lines from different populations at stage 5 surpasses the differences between individual Zambia lines at this stage.

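Between lines of different populations, 697 ± 496 genes (SD, n = 16 pairs) were DE at stage 2, with values from 39 to 1493. The mean was higher than for pairs of Zambia lines by 223 genes (exact permutation p = 0.414, two-sided, with each split of the lines counted in both orders, since the 2 groups compared are of different kinds). Without ZI470 replicate 1 it was lower, by a difference of -167 genes.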

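The mean for lines of different populations at stage 5 was 1783 ± 659 genes (SD, n = 16 pairs; 1019 to 3227), against which pairs of Zambia lines ranged from 1306 to 2286. The difference of 10.6 genes had an exact permutation p of 0.957 (two-sided). It was below 0 in 12 of the 24 fits without 1 embryo and with DESeq2's likelihood ratio test, no filter, a stricter filter or thinned counts. With all 24 embryos of the stage in one fit, the exact permutation p was lower than 0.957. Against pairs of Raleigh lines the difference was 1051 genes (exact permutation p = 0.0143, two-sided), and at stage 2 it was 281 genes (exact permutation p = 0.271). Against all pairs within a population, lines of different populations differed by 531 more genes at stage 5 and 252 more at stage 2. Each of these 2 differences had an exact permutation p of 0.0286 (two-sided).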

### More expression variation between than within species

Expanding our analysis, we investigated gene expression variation within and between species of *Drosophila* at maternal and zygotic stages. In a previous study, we generated RNA-seq data from *D. simulans, D. sechellia, D. yakuba,* and *D. erecta* from stage 2 and stage 5 embryos using the same single embryo RNA extraction method implemented here. We chose these two pairs of sister species as they are closely related, but one pair (*D. simulans* and *D. sechellia*) diverged more recently, ~ 250,000 years ago, [17]⁠⁠ than the other pair (*D. yakuba* and *D. erecta,* estimated 8 MYA divergence time [18, 19]⁠⁠. RNA-seq reads from these species were processed identically to the *D. melanogaster* reads for this analysis (see Methods). Genes considered in this analysis were limited to one-to-one orthologs across the 5 species, a total of 12,110 genes. As we had only one line for each of the other species, we performed the DE analysis pairwise for each of our *D. melanogaster* lines, as well as between each pair of sister species. The number of DE genes in each population or species was normalized to the number of genes transcribed at each stage to compare the percentage of DE genes at both stages and across species. From these comparisons, within and between species, there are more differentially expressed genes at stage 5 than stage 2 (Fig. 4). For maternal genes, the more closely related species pair between the two species pairs, *D. simulans* and *D. sechellia* have the highest proportion of DE genes. While most *D. melanogaster* lines have fewer differences than either of the species comparisons at this stage, two of the Raleigh vs. Zambia comparisons have as high of a proportion of their maternal genome differentially expressed as the more distantly related species pair, *D. yakuba* and *D. erecta*. For stage 5, both species pairs have a larger proportion of their transcripts DE than any of the within-species comparisons of *D. melanogaster.* Both stages have, on average, fewer genes DE for within-species comparisons than between species, but this pattern is much stronger for stage 5, a stage with more genes DE in all comparisons.

**Fig. 4:**
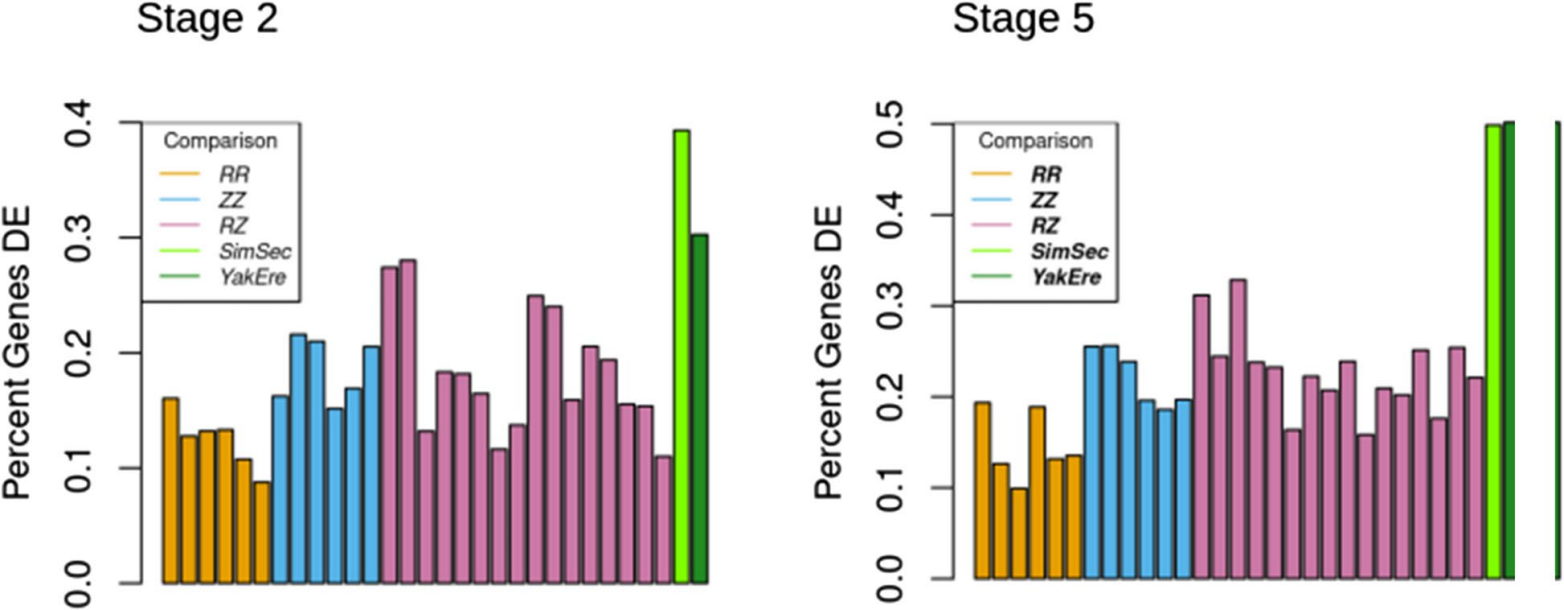
Differential Expression within and Between Species. DE analysis was done between individual Raleigh lines (orange), individual Zambia lines (blue), between lines of the two populations (purple) and between species pairs (green) from stage 2 and stage 5 embryos. The between species DE analysis was done between *D. simulans* and *D. sechellia* as well as *D. yakuba* and *D.erecta.* It was found that there were on average fewer DE genes between lines of *D. melanogaster* than between specie pairs at both stages

### Enrichment of DE genes at maternal stage on the X chromosome

Before the zygotic genome is activated, embryonic development is entirely under control of maternal gene products. Therefore, all stage 2 transcriptomes are supplied entirely by XX genomes and the zygotic genome is transcribed by either XX or XY genomes. Given the possibility of different evolutionary pressures, we asked whether there is a difference of enrichment of DE genes on the autosomes or X chromosome across maternal and zygotic stages. For our stage 5 transcriptomes, these were collected from XY embryos, so they are directly comparable. As onset of Drosophila dosage compensation occurs sometime after stage 5, collecting a single sex is necessary at this stage [20, 21, 22]. We normalized the number of DE genes per chromosome by the number of genes expressed on each chromosome.

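At stage 2, 125 of the 1384 tested genes on the X chromosome (9.03%) were DE between the populations, against 367 of 5999 (6.12%) on chromosome arms 2L, 2R, 3L and 3R. The odds ratio was 1.52 (Fisher's exact test, two-sided p = 0.000158). Against single arms it was 1.49 for 2L, 1.63 for 2R, 1.59 for 3L and 1.42 for 3R, with Benjamini-Hochberg adjusted p over the 4 arms of 0.0084, 0.00304, 0.00304 and 0.0100 from Fisher's exact test. Of the 125 genes, 60 were higher and 65 lower in Zambia. The setting that moved the odds ratio most was an adjusted p under 0.05, which gave 1.23. Fisher's test treats genes as independent, and an odds ratio at least as high arose in 4 of the 35 splits of the 8 lines, the real one included.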

We found that DE genes at stage 2 between populations were enriched on the X chromosome compared to the autosomes (Fig. 3B). However, enrichment of DE genes on the X chromosome is absent at stage 5 in our samples. 

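At stage 5, 220 of 1615 tested genes on the X chromosome (13.6%) and 1082 of 8103 on the autosomal arms (13.4%) were DE between the populations, an odds ratio of 1.02 (Fisher's exact test, two-sided p = 0.779). The ratio was under 1 with an adjusted p under 0.05 (0.935), DESeq2's size factors (0.994) or a stricter filter (0.958), and across the fits without 1 embryo it lay between 0.982 and 1.10.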

Maternal transcripts are not completely degraded by stage 5, so we also asked if the trend seen for all of stage 5 transcripts were the same for transcripts that are zygotic-only. 

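Genes were taken as zygotic-only where the stage 5 filter kept them and their mean was under 1 CPM in every line at stage 2, which left 3000 genes. The authors' Zigzag calls were not used here. On the X chromosome 53 of 362 zygotic-only genes (14.6%) were DE between the populations, and on the autosomal arms 358 of 2514 (14.2%). The odds ratio was 1.03 (Fisher's exact test, two-sided p = 0.810). It fell under 1 with no filter (0.913), a stricter filter (0.602), DESeq2's size factors (0.994) and a limit of 0.5 CPM at stage 2 (0.991), and in 8 of 24 fits without 1 embryo.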

As expected, fixed expression differences between zygotic-only genes were not enriched on the X chromosome (Fisher’s exact test, *p* < 0.05) having the same result as all genes at stage 5.

### The most differentially expressed genes are genes with known selection signatures

A number of the most differentially deposited transcripts between populations are genes that have been shown previously to have signatures of selection at the level of the genome under different conditions. For example, a previous study found that genes within the chemosensory system have undergone local adaptation following *D. melanogaster*’s global expansion out of Africa [23]⁠⁠. This study was based on the genomes of five different geographically distinct populations of *D. melanogaster* including both North American and African populations. 

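GstD9 (FBgn0038020) lies on chromosome arm 3R from 12366163 to 12367564 and encodes a glutathione S-transferase. Its level at stage 2 was 8.48 ± 3.68 CPM (SD, n = 4 lines) in Raleigh and 57.9 ± 17.6 CPM in Zambia, a log2 fold change of 2.77 (standard error 0.29, adjusted p = 8.38e-07 from edgeR's quasi-likelihood test). The 4 Zambia lines all lay above the 4 Raleigh lines (exact permutation test, p = 0.0286, the smallest p that 4 lines against 4 allow). With the embryos of each line summed, the adjusted p was 0.0529. The glutathione S-transferases include close paralogs, between which the authors' counting could have split reads.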

Notable within the top ten most DE maternally deposited genes between populations is *Gstd9*, a glutothione-S-transferase, which belongs to a gene family that was found to have signals of selective sweeps upon global expansion ⁠⁠[23]⁠. 

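The table holds 35 glutathione S-transferase genes by symbol, of which 26 were tested at stage 2. GstD9 and GstE7 were DE with higher levels in Zambia and GstE10, GstE12 and GstT3 with lower levels, which makes 5 over all genes tested and 8 adjusted over the list alone. GstE10 rests on RAL360, with 3.76 CPM against at most 0.0503 CPM in each of the 7 other lines. With the embryos of each line summed, none was DE and 8 had an unadjusted p under 0.05.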

In total, seven glutothione-S-transferases were found to be differentially deposited between the Raleigh and Zambia populations. In the same study [23]⁠⁠ the zinc finger protein family was shown to have strong population differentiation. *Zcchc7*, a zinc-finger protein, is also among the top ten most differentially deposited transcripts. These two genes both have undergone dramatic qualitative changes in maternal deposition (Fig. 3A, Fig. 5A and Supplemental Table 1).

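Zcchc7 (FBgn0036668) lies on chromosome arm 3L from 16845386 to 16852350. Its level at stage 2 was 276 ± 14.9 CPM (SD, n = 4 lines) in Raleigh and 354 ± 15.9 CPM in Zambia, with no overlap between the line means. The log2 fold change was 0.37 (standard error 0.04, adjusted p = 2.94e-07 from edgeR's quasi-likelihood test), and 0.0829 was the adjusted p with the embryos of each line summed. Its stage 5 log2 fold change was 0.71 (standard error 0.06, adjusted p = 5.12e-08 from the same edgeR test, 0.119 with the embryos of each line summed).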

**Fig. 5:**
Examples of differentially expressed genes with previous evidence for functional significance. **A** Transcript levels for three example genes, shown at both developmental stages labeled across the top, for the Raleigh lines (orange) and the Zambia lines (blue). **B** Results of experiments testing survival of embryonic heat shock across lines, showing relative survival at three temperatures. While on average the Raleigh lines have higher survival after heat shock at 24 °C and 38 °C, they also have higher survival at standard rearing temperatures, results do not correspond well with heat shock transcript levels

The second most significantly differentially deposited transcript is the actin binding protein *Unc-115a*. 

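Unc-115a (FBgn0051352) lies on chromosome arm 3R from 9694386 to 9705417. At stage 2 its level was 17.1 ± 8.61 CPM (SD, n = 4 lines) in Raleigh and 0.220 ± 0.0665 CPM in Zambia, where no embryo had more than 13 counts. From Raleigh to Zambia it fell by 6.26 on the log2 scale (standard error 0.51, adjusted p = 4.53e-08 from edgeR's quasi-likelihood test). With the embryos of each line summed, the adjusted p was 0.0153. Among the Raleigh lines RAL357 was lowest, at 5.72 ± 4.83 CPM (SD, n = 3 embryos).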

The paralog of this gene, *Unc-115b*, was also found to be differentially expressed between populations. Both of these genes have higher expression levels in the Raleigh population. 

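Unc-115b (FBgn0260463) lies next to it, from 9687060 to 9692775, and as its paralog could share reads with it in the authors' counting. At stage 2 it had 0.284 ± 0.177 CPM (SD, n = 4 lines) in Raleigh, with at most 16 counts per embryo, and at most 1 count in any Zambia embryo. Against a floor of 3 counts its level was at least 2.69-fold lower in Zambia (adjusted p = 8.80e-05 from edgeR's quasi-likelihood test, 0.168 with the embryos of each line summed).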

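At stage 5 Unc-115a had 88.1 ± 19.8 CPM (SD, n = 4 lines) in Raleigh and 61.9 ± 8.25 CPM in Zambia. Its log2 fold change was -0.52 (standard error 0.13, adjusted p = 0.00587 from edgeR's quasi-likelihood test). The adjusted p was no longer under 0.01 in 9 of 24 fits without 1 embryo, and it was 0.265 with the embryos of each line summed. Unc-115b had 5.80 ± 1.15 CPM in Raleigh and 3.59 ± 0.676 CPM in Zambia, a log2 fold change of -0.61 (standard error 0.17) whose adjusted p of 0.0121 from the same edgeR test was above the threshold. DESeq2's likelihood ratio test gave it an adjusted p of 0.00329, and 4 of 24 edgeR fits without 1 embryo gave an adjusted p under 0.01, the lowest 0.00680.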

*Unc-115b* was found in a previous study to be the most highly upregulated gene in a *D. melanogaster* strain resistant to the insecticide DDT 91-R compared to a DDT compromised strain, 91-C ⁠[24]⁠. *Unc-11b* was one of two genes found in this study to be highly upregulated across all stages of development that were assayed [24]⁠. This gene was found to be in one of six selective sweeps that coincided with constitutive expression differences between DDT resistant and compromised lines.

### Variation in heat shock proteins

Modifying maternal RNAs and proteins in the embryo can have effects on development, phenotypes, and ultimately fitness [25, 26]⁠⁠⁠. One gene family that is critical to survival is heat shock proteins [27, 28]⁠. In total, 17 and 19 heat shock proteins were found to be differentially deposited within the Raleigh population and Zambia population, respectively. This is in contrast to after zygotic genome activation, where 6 and 8 zygotic-only heat shock proteins were found to be differentially expressed within the two populations. 

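Protein-coding genes whose symbol begins with Hsp or Hsc were taken as heat shock genes, and 20 of them were tested at stage 2. Within Raleigh 6 were DE over all genes tested and 7 adjusted over the list alone. Within Zambia 8 were DE over all genes tested and 8 adjusted over the list alone. The count within Zambia depended on single embryos. It was 1 without ZI050 replicate 1 and 11 without ZI470 replicate 1. The setting that moved it most was DESeq2's likelihood ratio test, with 13. The Hsp70 genes are near-identical copies, between which the authors' counting could have split reads.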

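Of the heat shock genes, 2 were zygotic-only by the limit of 1 CPM at stage 2, Hsc70-1 and Hsp60C. Within Zambia 1 was DE over all genes tested and 1 adjusted over the list alone, with 2 at an unadjusted p under 0.05. Within Raleigh none was DE, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Without the limit, 15 of 20 heat shock genes tested at stage 5 were DE within Zambia and 11 of 20 within Raleigh. The limit does not require a rise from stage 2 to stage 5, so it does not exclude maternal transcripts. Hsc70-1 was also among the genes DE within Raleigh at stage 2 (adjusted p = 9.59e-05 from edgeR's quasi-likelihood test). From stage 2 to stage 5 its mean fell in RAL360 (0.996 to 0.322 CPM), ZI094, ZI160 and ZI470. It rose in RAL307, RAL357, RAL517 and ZI050.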

Previous work by Lockwood et al. has shown evidence that higher levels of maternal deposition of a heat shock protein increases embryo thermal tolerance in *D. melanogaster* [29]⁠⁠. 

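Hsp23 (FBgn0001224) lies on chromosome arm 3L from 9381882 to 9382765. At stage 2 it was DE between the lines of Zambia (adjusted p = 0.00011) and of Raleigh (adjusted p = 5.78e-05, both from edgeR's quasi-likelihood test). The line means were 205 ± 26.5 CPM (SD, n = 3 embryos) in ZI160, 41.2 ± 8.25 in ZI050, 21.4 ± 14.6 in ZI470 and 17.4 ± 1.97 in ZI094. In Raleigh they were 16.5 ± 2.87 CPM in RAL360, 14.2 ± 9.64 in RAL307, 4.47 ± 0.785 in RAL357 and 0.323 ± 0.110 in RAL517. Between the populations the log2 fold change was 3.01 (standard error 0.69, adjusted p = 0.00435 from edgeR's quasi-likelihood test) and rested on embryos as replicates, the adjusted p being 0.409 with the embryos of each line summed.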

*Hsp23* was found to be differentially deposited in the lines that we examined (Fig. 5A, bottom panel). Specifically, the levels of *Hsp23* mRNA in ZI094 is between 4-14X higher than the other three Zambia lines and 11-600X higher levels than the Raleigh lines, all which have variable expression. This overall trend persists at stage 5, with mean levels of *Hsp23* increasing in ZI094 and maintaining higher expression levels compared to all other lines. 

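In the table of counts the highest level of Hsp23 at stage 2 is that of the line labelled ZI160. It was 4.98-fold that of ZI050, 9.61-fold that of ZI470 and 11.8-fold that of ZI094. Over the Raleigh lines the ratio was 12.5-fold for RAL360, 14.4-fold for RAL307, 45.9-fold for RAL357 and 635.5-fold for RAL517. Without ZI470 replicate 1 the ratio over ZI470 was 15.7-fold, and without RAL307 replicate 1 that over RAL307 was 23.3-fold. The line labelled ZI094 had 0.422 times the level of ZI050 and 53.9 times that of RAL517. It had 0.815 times the level of ZI470, but a higher level than ZI470 without replicate 1 of that line.

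**Figure D2:**
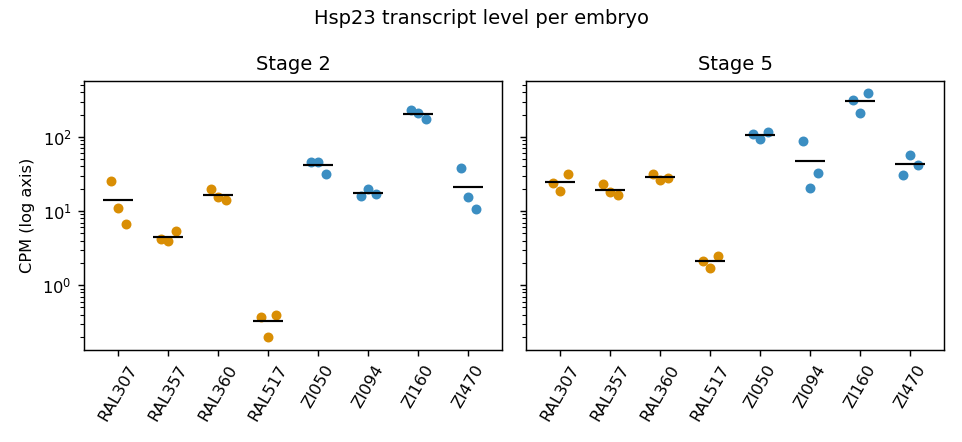
CPM of Hsp23 in each embryo (points, log axis) and mean of each fly line (black marks) at stage 2 (left) and stage 5 (right), Raleigh lines in orange and Zambia lines in blue. The mean of ZI160 is the highest at both stages, 205 and 304 CPM.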

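At stage 5 the mean of Hsp23 was 304 ± 90.1 CPM (SD, n = 3 embryos) in the line labelled ZI160, 107 ± 12.2 in ZI050, 46.7 ± 35.7 in ZI094 and 43.1 ± 13.0 in ZI470, and from 2.09 to 28.7 CPM in the Raleigh lines. All 4 Zambia line means lay above the Raleigh ones. The log2 fold change between the populations was 2.78 (standard error 0.54, adjusted p = 0.000655 from edgeR's quasi-likelihood test). This too rested on embryos as replicates, the adjusted p being 0.250 with the embryos of each line summed.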

Based on this observation, we performed heat shock experiments on all of the lines to assay differences in embryo survival after heat stress (see Methods). We did not find a significant relationship between line and survival (ANOVA, *p* < 0.05) at 24 and 36 degrees, however there was a small significance (*p* = 0.014) at 38 degrees. However, we found that heat shock tolerance does not correspond in a predictive way with levels of heat shock transcripts (Fig. 5B).

### A number of the most differentially expressed genes are annotated as pseudogenes

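CR40354 (FBgn0058354), annotated as a pseudogene, lies on chromosome arm 3L from 25201942 to 25203341. At stage 2 it had 0.915 ± 0.221 CPM (SD, n = 4 lines) in Raleigh and 3.40 ± 0.292 CPM in Zambia, with between-line ranges that did not overlap. The log2 fold change was 1.89 (standard error 0.16, adjusted p = 6.36e-08 from edgeR's quasi-likelihood test), and counts per embryo reached 47 in Raleigh and 116 in Zambia. With the embryos of each line summed, the adjusted p was 0.0529. Its log2 fold change at stage 5 was 1.45.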

The most differentially maternally deposited gene between the Zambia and Raleigh populations in our analysis is the gene *CR40354* which is annotated in the *D. melanogaster* genome as a pseudogene with unknown function. This prompted us to investigate other genes annotated as pseudogenes in our dataset because previous annotations that identified these genes as pseudogenes were more likely to have been done in non-African populations. We asked how many pseudogenes were maternally deposited and zygotically expressed within and between populations. 

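The table holds 316 genes annotated as pseudogenes. A pseudogene was taken as expressed where its mean reached 1 CPM in at least 1 line, since the Zigzag calls were not used here. At stage 2 this held for 74 pseudogenes in Raleigh and 79 in Zambia, of which 70 were shared. The minimum moved these counts most: at 5 CPM they were 42 and 51. Reads of a pseudogene could be shared with its parent gene in the authors' counting.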

A total of 69 and 70 genes labeled as pseudogenes were found to be maternally deposited within the Raleigh and Zambia populations, respectively (Fig. 6A). 

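Pseudogenes with a mean of at least 1 CPM in a line at stage 5 and under 1 CPM in every line of the same population at stage 2 numbered 34 in Raleigh and 25 in Zambia, with 22 in common. At a minimum of 5 CPM they numbered 9 and 5.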

A total of 16 and 8 genes labeled as pseudogenes were found to be expressed from the zygotic genome but not the maternal genome (zygotic-only, see Methods) in the Raleigh and Zambia populations. Between the populations, 18 pseudogenes were found to be differentially maternally deposited and 16 of the zygotic-only pseudogenes were found to be differentially expressed at stage 5 (Fig. 6B). 

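At stage 2, 106 pseudogenes were tested between the populations. Of these 20 were DE over all genes tested and 26 adjusted over the list alone, and 18 of the 20 were higher in Zambia. Among 65 zygotic-only pseudogenes at stage 5, 5 were DE over all genes tested and 4 adjusted over the list alone, all 5 higher in Raleigh. With the embryos of each line summed, none of either set was DE, and 26 and 6 had an unadjusted p under 0.05.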

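The swallow pseudogene swaΨ (FBgn0016974) lies on the X chromosome from 6361496 to 6363310, beside swallow (swa), which ends at 6365708, and the authors' counting could have shared reads between these copies. At stage 2 swaΨ was DE between the Zambia lines (adjusted p = 6.33e-08) but not between the Raleigh lines (adjusted p = 0.0164, both from edgeR's quasi-likelihood test). A difference between these 2 results was not tested. Between the populations its log2 fold change was 1.65 (standard error 0.47, adjusted p = 0.018 from the same edgeR test). The adjusted p was 0.00378 with DESeq2's likelihood ratio test and 0.00618 to 0.00721 in the 3 of 24 edgeR fits that left out 1 embryo of ZI160. At stage 5, with at most 30 counts per embryo, the log2 fold change was 2.12 (adjusted p = 0.00573 from edgeR's test). There the adjusted p was no longer under 0.01 in 9 of 24 fits without 1 embryo, and it was 0.287 with the embryos of each line summed.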

One pseudogene which caught our attention was the *swallow Ψ* (*swaΨ*) pseudogene which is differentially expressed within the Zambia population in our analysis. *swaΨ* is a result of a recent genome duplication of *swallow*, and is only found in *D. melanogaster* [30]⁠⁠⁠. *swallow* is a critical gene to early development, and is required for proper Bicoid positioning in the embryo [31]⁠. Previous studies [32]⁠⁠ have suggested that *swaΨ* not transcribed in *D. melanogaster*. We found it to be very lowly expressed in the Raleigh lines, but variably expressed within the Zambia lines with one line, ZI160, showing relatively high expression levels (Fig. 6D). 

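At stage 2 the mean of swaΨ was 17.6 ± 1.17 CPM (SD, n = 3 embryos) in the line labelled ZI094, 5.69 ± 0.459 in ZI050, 5.53 ± 0.613 in ZI470 and 0.508 ± 0.0570 in ZI160. In the Raleigh lines it lay between 1.67 and 3.07 CPM. The level of swa was 490 to 535 CPM over the 8 lines at this stage. At stage 5 the highest line mean of swaΨ was 1.01 CPM, again in ZI094.

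**Figure D3:**
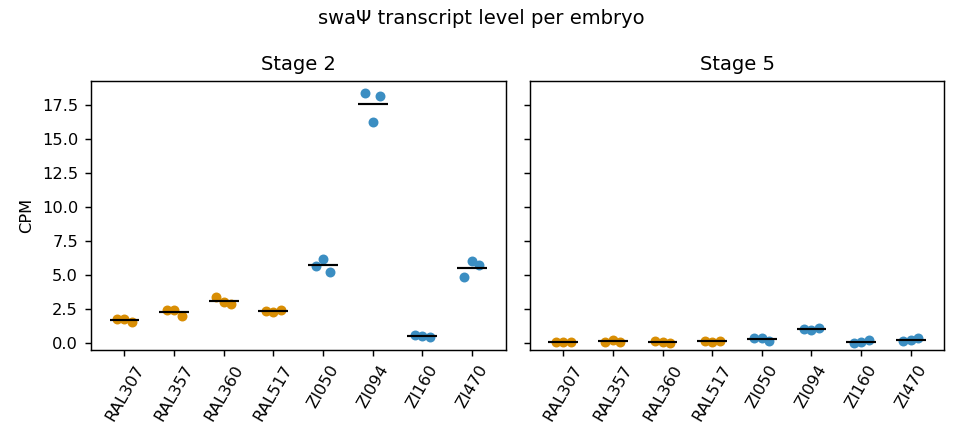
CPM of swaΨ in each embryo (points) and mean of each fly line (black marks) at stage 2 (left) and stage 5 (right), Raleigh lines in orange and Zambia lines in blue. At stage 2 the embryos of ZI094 lie above all others.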

To investigate further, we sequenced the swaΨ locus in each of the lines. We discovered a 15 bp population-specific deletion present (Fig. 6C). All Raleigh lines have a 15 bp deletion in the annotated exon 3 of *swaΨ*, which is not present in all four Zambian lines. This sequence is part of the fully functional exon 3 of the *swallow* gene.

**Fig. 6:**
Variation in pseudogene transcript levels. **A** At each stage (maternal, zygotic), the number of annotated pseudogenes expressed are similar between populations. The smaller number of pseudogenes expressed at the zygotic stage reflect that this analysis was restricted to zygotic-only genes, which are zygotic genes with no maternal expression. **B** Of the pseudogenes expressed at each stage, a larger proportion are differentially expressed in the Raleigh lines. **C** One example, the *swallow* pseudogene*,* has a 15 bp deletion shared by all of the Raleigh lines at the position shown in the alignment. **D** The *swallow* pseudogene is more highly expressed in a number of the Zambia lines, with considerable variation between lines

## Discussion

Gene expression is a multi-step process that is fundamental to all cellular activities. In Drosophila, RNA transcription is highly regulated during oogensis and embryogenesis, and this precision in transcription regulation is critical for proper development of the embryo. While previous studies have shown that the maternal and early zygotic transcriptomes are highly conserved across species ⁠[6, 33, 34]⁠, here we show that that there is variation present in gene expression on the shorter evolutionary timescale represented within a species, *D. melanogaster*. We chose lines from Siavonga, Zambia and Raleigh, North Carolina, USA to encompass a broad span of genetic diversity within and among populations (Fig. 1).

Our results show that the transcriptomic dynamics at these developmental stages reflect what is known about the population genetic history of *D. melanogaster* from genomic studies. Previous studies found more genetic variation within African populations than non-African populations [7, 8, 15, 35]⁠ and⁠ we found the same pattern with transcript levels from maternal and early zygotic transcriptomes (Fig. 2A). There are differential transcript abundances within both the Zambia and Raleigh populations, and some of the same transcripts are variable within each population, but there is more population-specific variation within the Zambia lines. We also find that with pairwise comparisons between lines, the Raleigh lines have far fewer genes identified as differentially expressed, but comparisons within Zambia have as many (stage 2) or only slightly fewer (stage 5) differentially expressed genes as when comparing lines from the two populations. The increased number of differentially expressed genes in the Zambia lines is consistent with high levels of genomic variation found in the ancestral range of this species [35]⁠⁠. And the reduced number of differentially expressed genes in Raleigh likely reflects the lower genetic polymorphism levels following the out-of-Africa bottleneck [7, 36]⁠⁠. Interestingly, while consistent with the genomic variation within these lines, our results stand in contrast to microarray studies in adults which found less transcript variation within African and non-African populations than between, which has been taken as a sign of directional selection ⁠⁠[13, 37]⁠.

Also consistent with previous genomic studies are the numbers of genes highlighted by our DE analysis that have also been identified in studies performing artificial selection or population genomic studies on the global expansion of the species [23, 24]⁠⁠. Many are used as examples throughout the manuscript and have been associated with xenobiotic metabolism (*GstD9*, and *Cyp12d1-p*), possible environmental adaptation to global expansion (*Zcchc7*), and DDT resistance (*Unc-115a* and *Unc-115b*). Thus, many of our most significantly DE genes are also likely under selection, and their functions are consistent with adaptation to a new environment. Studies to determine the adaptive function of these genes are often carried out in adults [38, 39]⁠⁠⁠ but our data suggests that these differences in transcript level are also present in the embryo, and thus may potentially be of adaptive value at this stage.

We find a stage 2-specific enrichment of differentially expressed genes between the Zambia and Raleigh populations on the X chromosome (Fig. 3B). Previous studies have shown a reduction in heterozygosity on the X chromosome relative to the autosomes in temperate European populations compared to populations from sub-Saharan Africa. This reduction in heterozygosity has been attributed to demographic events following the out-of-Africa expansion of *D. melanogaster* ⁠[12]⁠. Therefore, it is possible that the decreased heterozygosity on the X chromosome has led to decreased differences in transcript levels of genes on the X within the Raleigh populations. This decrease in expression variation within Raleigh may contribute to the strong signal of between population differences in expression we find specifically on this chromosome. However, this pattern of enrichment is only seen at stage 2, where all transcripts are from the maternal, XX, genome, and therefore may be under unique selective pressures.

Among the genes we found to be differentially expressed were heat shock proteins, including *Hsp23*. *Hsp23* has previous evidence of increasing embryo heat tolerance when maternally loaded [29]⁠. Here, we adapted the same heat shock and embryo lethality protocol to determine differences in thermotolerance between lines at stage 2 (Fig. 5B). We did not find such a linear relationship between thermotolerance and maternal *Hsp23* levels at varying temperatures of heat shock. Our results differ from those found in a previous study [29], which can likely be explained due to differences in study design. In this previous study [29], researchers overexpressed *Hsp23* in lines of the same genetic background. In this study, we use lines from different populations that may therefore have expression variation of genes that may affect thermotolerance. In fact, we have found differential expression in over 30 heat shock proteins at stage 2 within the two populations as well as glutathione s-transferases which have separately shown to have roles in thermotolerance [40]⁠⁠. It is possible that more complex interactions among the genes in these networks underlie the patterns of thermotolerance we find in these lines across temperatures.

Genes annotated as pseudogenes were called significantly differentially expressed in our analysis both within and between populations. Most striking is the fixed expression difference of the *swallow pseudogene* (*swaΨ)* between populations at stage 2 (Fig. 6D). *swaΨ* is the result of a relatively recent duplication of the *swallow* gene which is maternally expressed and required for proper anterior–posterior axis patterning. Genome-wide analysis of pseudogenes in *D. melanogaster* has shown that *D. melanogaster* have relatively low proportion of pseudogenes (110 were identified in one study [41]⁠⁠), with respect to their proteome, compared to other eukaryotic genomes such as human, nematode and budding yeast [41]⁠⁠. It has been speculated that the low number pseudogenes suggests a high rate of DNA loss in *Drosophila* ⁠[32]⁠. Here, we find that *swaΨ* has most likely acquired a 15 bp deletion after the migration of *D. melanogaster* out of Africa (Fig. 6C). We also find that *swaΨ* is expressed in a number of the Zambia lines but very low to no expression was detected in any of the Raleigh lines. This data suggest that in addition to deletions *swaΨ* has also lost maternal expression over time.

## Conclusions

Previous studies have found an especially high degree of conservation of the maternal transcriptome across species [6, 33, 34]⁠; this study provides evidence this is also true within *D. melanogaster*. Whether examining the number or proportion of differentially expressed genes within populations, between populations, between pairs of lines, or between species, there are fewer differences in transcript levels found at stage 2, when all transcripts are maternal, than at stage 5, after zygotic genome activation. The analysis of proportions of genes DE within and between species is especially suggestive relative to these stage-specific dynamics. At stage 5, the proportion of genes DE between species is far higher than the within-*D. melanogaster* comparisons, and there is a higher proportion of DE genes overall in every comparison. In contrast, at stage 2, there are fewer genes DE in each comparison, and the between species comparisons (while still higher on average than the within-*D. melanogaster* comparisons) are only slightly higher. This suggests that relative to one another, more of the maternal transcriptome may be under stabilizing selection than the more rapidly evolving zygotic stage transcriptome [42]⁠⁠⁠.

In conclusion, we find that the maternal and zygotic transcriptomes, while generally conserved, do show some interesting differences in transcript abundance even in the relatively short period of evolutionary time represented by the diversity within a species. This species, *D. melanogaster,* has more variation in transcript abundance at these critical developmental stages within populations than between them. And consistent with what has been determined between Drosophila species [6]⁠⁠, we show that the maternal transcriptome is more highly conserved than the zygotic transcriptome, and more of the maternal genome may be under purifying selection. Together, the presented data highlight how a constrained developmental trait evolves over short periods of evolutionary time.

## Methods

### Single Embryo collection and sequencing library generation

Fly lines from Siavonga, Zambia (courtesy of the Langley Lab, University of California, Davis) were isofemale lines inbred for at least 5 generations [15]. The North American lines are from the Drosophila Genome Reference Panel [16]. They were collected as isofemale lines, from Raliegh, NC, and inbred for 20 generations [16]. All fly lines were population controlled on cornmeal fly food at 25**°**. Four lines from Zambia (ZI050, ZI094, ZI160, and ZI470) and four lines from Raleigh (RAL307, RAL357, RAL360, and RAL517) were selected for embryo collection. Single embryo RNA extraction was adapted from Lott et al., 2011 [5]. Embryos were dechorionated using 50% bleach for 2 min. Embryos in halocarbon oil were imaged using a Zeiss Axioimager. Embryos were staged based on morphology. Stage 2 embryos were chosen based on observation of retraction of the vitelline membrane from both the anterior and posterior poles, before the pole cells were visible. Late stage 2 embryos were chosen based on cellularization having just been completed, prior to the beginning of gastrulation. Methods for single embryo RNA extractions were performed as in Lott et al., 2011 and Atallah et al., 2018 [5, 6]. After imaging, embryos were moved from the microscope slide, rolled into a drop of Trizol (Ambion), and the viteline membrane ruptured with a needle. The single embryos now in drops of Trizol were then moved to a tube with additional Trizol, then frozen at -80 ° C until extraction. Nucleic acids (both RNA and DNA) were extracted according to manufacturers’ protocol, except using a more Trizol reagent than specified (1 mL) given the expected concentration of DNA and RNA as in Lott et al. 2011 [5].

Since embryos were collected from a large number of mothers, it is unlikely that multiple samples came from the same mother. Stage 2 and late stage 5 embryos were identified based on morphology. Stage 2 embryos were selected based on the vitelline membrane retracting from both the anterior and posterior poles, prior to when pole cells become visible. Late stage 5 embryos were chosen based on having completed cellularization, but not yet having started gastrulation. Embryos were then removed from the slide with a brush, cleaned of excess oil, placed into a drop of Trizol reagent (Ambion), and ruptured with a needle, then moved to a tube with more Trizol to be frozen at -80 ° C until extraction. RNA and DNA were extracted from single embryos as in the manufacturer’s protocol, with the exception of extracting in an excess of reagent (1 mL was used) compared to expected mRNA and DNA concentration. Extracted DNA for stage 5 embryos was used for genotyping for sex as in Lott et al., 2011, XY embryos were selected for transcriptomic analysis, due to the incomplete nature of X chromosomal dosage compensation in XX embryos at this stage [5]⁠⁠.

RNA-Seq libraries were prepared for single embryos using poly-A enrichment for each of the 8 lines (4 Zambia lines and 4 Raleigh lines), for both stage 2 and stage 5, with 3 replicates each, for a total of 48 libraries. These samples were sequenced 100 bp, paired-end, on an Illumina HiSeq4000. The sequencing was carried out by the DNA Technologies and Expression Analysis Core at the UC Davis Genome Center, supported by NIH Shared Instrumentation Grant 1S10OD010786-01.

### Data processing

Reads were trimmed and adapters removed using Cutadapt version 1.7 [43], and gently (PHRED Q < 20) trimmed for quality [44]⁠. Mapping was done with the *D. melanogaster* Flybase genome release 6.18 and associated annotation file using HISAT2 version 2.1.0 ⁠[45]⁠ using default parameters. Gene level counts were generated using featureCounts of the subRead [46]⁠ package in R [47]⁠ (R version 3.4.1). Counts were normalized to sequencing depth and RNA composition using DEseq2’s median of ratios. Count data can be found in Supplemental File 2. Overall experimental worflow is diagrammed in Supplemental File 1.

### Data availability

All raw and processed data are available at NCBI/GEO under accession number GSE195496. Processed data (transcript level counts) are also available in Supplemental File 2.

### Hierarchical Clustering and PCA analysis

We performed hierarchical clustering analysis in R using the hclust function. A dissimilarity matrix (*dist()*) of one minus the Spearman correlation (*cor()*) was used for hierarchical clustering. Principal component analysis (PCA) was also performed in R using the *prcomp()* function.

### Determining on or off State

To determine whether a gene was likely to be transcribed based on the count data, we ran Zigzag [48]⁠ on our data. A full description of how this program was utilized, see Supplemental File 3.

### Differential expression analysis

Differential expression analysis was done using the DEseq2 (version 3.1) ⁠[49]⁠ package in R. Using DEseq2, we implemented the LRT (likelihood ratio test). For within- population analysis the replicates for each line were given the same label for the design matrix. For determining the differences between populations, we labeled lines as either Raleigh or Zambia in the design matrix and implemented the LRT test. DEseq2 results for within and between populations are included in Supplemental File 4. When comparing the number of DE genes within and between populations, the number of DE genes is divided by the number of genes expressed in order to compare % DE genes between stages. We counted a gene as expressed in the total number of genes expressed for normalization if the gene was expressed in at least one line, as described above.

For pairwise differences between lines, DEseq2 was run on every possible combination of pairs. Since there are more between population pairs than within population pairs, we ran bootstrapping in R in order to compare the number of DE genes between lines of the same population and between lines of different populations. To test if the distributions of bootstrapped averages were significantly different from one another, we implemented a Wilcoxon rank sum test in R. When plotting the magnitude of differences between differentially expressed genes we used the foldchange2logratio function in R to compute log-ratios from fold-change values.

For differential expression analysis between species we used RNA-seq data previously generated in the lab [6]⁠⁠ ⁠from *D. simulans, D. sechellia, D. erecta,* and *D. yakuba.* Reads were aligned using HISAT2 [45] followed by FeatureCounts [46] to generate expression levels in counts. Counts were then normalized using the *norm()* function in DESeq2. Only genes which had orthologs in all seven species were considered. We used the ortholog table (dmel_orthologs_in_drosophila_species_fb_2019_03.tsv.gz) downloadable from Flybase to determine which genes had orthologs in all seven species. An expression cutoff of 3 counts was used to determine which genes were considered expressed in each line.

### Test of enrichment on autosomes or sex chromosomes

To determine whether there was enrichment of DE genes on either the autosomes or sex chromosomes the chromosomal location of each DE gene was determined. Number of DE genes per chromosome was normalized to the number of genes expressed on the chromosome. We implemented a Fisher’s exact test in R to determine if there is a significant difference in how many DE genes are on autosomes compared to the X chromosome. This was performed by doing individual tests between the number of DE genes on each autosome and the X.

### Heat shock of embryos

We adapted the heat shock and embryo survival protocols from [29]⁠. Flies aged 3–5 days were allowed to lay eggs on a clearance plate for one hour. Plates were then swapped with clear agar collection plates with additional yeast and flies allowed to lay for an additional hour in order to collect 0–1 h aged embryos. Plates were then wrapped in parafilm and fully submerged in a heat bath at the given temperature (either 24**°**, 36**°**, or 38**°**) for 40 min. Embryos were then grouped in a line of 20 embryos using a brush. Proportion of embryos hatched was assayed 48 h after heat shock to determine embryo survival. Three temperatures were assayed.

## Supplementary Information

**Additional file 1. **Flow chart of general experimental work flow of RNA extraction and DE analysis.

**Additional file 2. **Gene level count data for all embryos used in the analysis generated using featureCounts.

**Additional file 3. **Description of the implementation of ZigZag for determining which genes are expressed in the embryos.

**Additional file 4. **Results showing differentially expressed genes within Zambia and Raleigh populations and between the two populations at both stage 2 and stage 5. Differential expression analysis was done using the DEseq2 (version 3.1) ⁠[49]⁠ package in R. Using DEseq2, we implemented the LRT (likelihood ratio test). For within- population analysis the replicates for each line were given the same label for the design matrix. For determining the differences between populations, we labeled lines as either Raleigh or Zambia in the design matrix and implemented the LRT test.

**Additional file 5: Table S1.** Top ten differentially expressed genes (DESeq2) between Zambia and Raleigh populations at stage 2 and stage 5.

## Data Availability

All sequencing data and processed data files from this study are available at NCBI/GEO at accession number: GSE195496.

## Abbreviations

MZT: Maternal to zygotic transition
DE: Differential Expression
DGRP: Drosophila Genetics Reference Panel

# Supplementary material for: Natural variation in the maternal and zygotic mRNA complements of the early embryo in Drosophila melanogaster
**Source:** BMC Genomics. 2022 Sep 8;23:641. doi: 10.1186/s12864-022-08839-4
**Supplement:** Supplementary file 1 — Additional file 1. Flow chart of general experimental work flow of RNA extraction and DE analysis.

Single Embryo RNA extraction

RNA-seq

Alignments (HISAT2) and  
transcript abundance  
(featureCounts)

Differential expression (DESeq2)

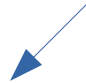

Within  
Populations

Between  
Populations

# Supplementary material for: Natural variation in the maternal and zygotic mRNA complements of the early embryo in Drosophila melanogaster
**Source:** BMC Genomics. 2022 Sep 8;23:641. doi: 10.1186/s12864-022-08839-4
**Supplement:** Supplementary file 3 — Additional file 3. Description of the implementation of ZigZag for determining which genes are expressed in the embryos.

# Zigzag analysis

## Data processing

The expression states of all mRNA encoding genes were analyzed using the R package zigzag (Thompson et al. 2020). Zigzag requires at least two replicate libraries of relative expression levels for each gene as well as the mean or median transcript length of each gene. The *Drosophila melanogaster* annotation for the reference genome assembly, r6.18 was used to obtain mean transcript length estimates for protein coding genes. This was done using a custom bash script available here:

<https://github.com/ammonthompson/zigzag/tree/master/scripts>.

In some of the lines, a small number of genes exhibited extreme variation among replicates. These outlier genes exhibited poor mixing in the zigzag MCMC. As a result, despite having very high expression (all replicates > 20 TPM), zigzag assigned inconsistent estimates among independent runs with surprisingly low probability of active expression for these genes. Rather than removing these high-expressed outliers from further analysis, we set their prior probability of being active to 1. This significantly improved MCMC mixing.

We detected outliers by fitting a linear model to the log-standard deviation to log mean of gene expression across replicates for genes which had greater than 20 TPM in all replicates. For each dataset, we defined an outlier by finding the 10% FDR threshold assuming Normally distributed residuals. We confirmed that this is approximately true by analyzing quantile-quantile plots of the residuals. 0 - 17 genes in each stage 2 library were flagged as outliers and assumed active using this approach.

## Mixture model and MCMC settings

All zigzag analyses were performed on a high performance computing cluster maintained by the University of California, Davis Bioinformatics Core. Table S.AT.1 shows the hyper-prior settings for the selected mixture model for gene activity state inference. Prior distributions for mixture component means were set to have non-overlapping regions to impose identifiability constraints on the posterior distribution. For both stages, the data clearly exhibit two large overlapping peaks where an upper bound for the inactive component mean prior and the lower bound of the active component mean prior was set. An additional small population of very highly expressed genes was consistently observed in the right tail of the data distribution (see figure S.AT.1 below).

Figure S.AT.1: Transcriptome distributions. Example transcriptome expression distribution for a stage 2 and a stage 5 sample. Vertical lines

show the lower and upper boundaries for the mixture component means of the active and inactive subcomponent prior distributions respectively.

png 2

The number of components for a given mixture model was selected after performing posterior predictive checks for a model with one inactive component and one, two, or three active components (see “Mixture Model checking and selection” section below).

### *Hyperparameter settings*

|                              | stage<br>2 | stage<br>5 |
|------------------------------|------------|------------|
| s0_mu                        | -1         | -1         |
| s0_sigma                     | 2          | 2          |
| s1_shape                     | 1          | 1          |
| s1_rate                      | 2          | 2          |
| tau_rate                     | 1          | 1          |
| tau_shape                    | 1          | 1          |
| alpha_r_shape                | 1          | 1          |
| alpha_r_rate                 | 0.1        | 0.1        |
| weight_active_shape_1        | 2          | 2          |
| weight_active_shape_2        | 2          | 2          |
| weight_within_active_alpha   | 0.667      | 0.667      |
| spike_prior_shape_1          | 1          | 1          |
| spike_prior_shape_2          | 1          | 1          |
| active_means_dif_prior_shape | 1          | 1          |
| active_means_dif_prior_rate  | 0.333<br>3 | 0.333<br>3 |
| active_variances_prior_min   | 0.01       | 0.01       |
| active_variances_prior_max   | 10         | 10         |
| inactive_means_prior_shape   | 1          | 1          |
| inactive_means_prior_rate    | 0.333<br>3 | 0.333<br>3 |
| inactive_variances_prior_min | 0.01       | 0.01       |

|                          |        |      |
|--------------------------|--------|------|
| inactive_variances_prior | 15     | 15   |
| _max                     |        |      |
| threshold_i              | -1     | 2    |
| threshold_a              | -1, 3, | 2, 5 |
|                          | 5      |      |

## MCMC

Zigzag simulates draws from the posterior distribution using Markov Chain Monte Carlo (MCMC). Four independent MCMC chains were run for each line. Burn-in was run for 20000 zigzag generations. If convergence was achieved, then the mcmc was run for an additional 1 million generations, while sampling every 100 generations. One of the four runs also sampled from the posterior predictive distribution periodically during the MCMC.

### MCMC diagnostics

Trace plots indicate all independent runs converged on the same stationary distribution and mixed well. To examine prior sensitivity, the marginal posterior distributions for each model parameter was compared to their prior distribution. The marginal posteriors showed very low variance relative to the local prior's variance and were distant from prior boundaries indicating very little influence of the prior distribution on the posterior.

The autocorrelation-corrected posterior sample size which is called the effective sample size (ESS) of each simulated sample from the posterior was measured using the function *effectiveSize* from the R package *coda*. All hyperparameter's had  $ESS \gg 200$ . ESS was also measured for gene-level parameters; the true mean and variance of each gene. If a gene's ESS was less than 100 in one of the four chains for either of these parameters, the gene was flagged. Each chain only had a few genes with  $ESS < 100$ . Despite this somewhat low sample size, these genes had very similar posterior probabilities of active expression. In all, less than 12 genes were flagged per line analyzed.

Convergence to the same stationary distribution for the four chains was assessed by measuring the potential scale reduction factor, or PSRF (Brooks and Gelman 1997). We used the function *gelman.diag*, also from *coda*, setting the transform argument to TRUE and the multivariate argument to FALSE. We determined that the chains converged if PSRF was close to 1 ( $< 1.2$ ).

### Mixture Model checking and selection

Model adequacy was assessed using posterior predictive simulation. During the MCMC, zigzag periodically simulates a dataset given the posterior sample, which is compared to the real dataset by measuring three discrepancy statistics and computing the difference in these statistics

between the simulated and real data (Thompson *et al.* 2020). If the distribution of differences measured from simulated data and the real data overlaps with zero then that is an indication that the fit model can generate data that is similar to the data used for inference. We used this approach, as well as visually comparing simulated and real data distributions (see below), to determine how many mixture components are necessary to achieve a good fit to the data.

In brief, posterior predictive simulation is done by drawing mixture model parameters from the joint posterior distribution, using those parameters to simulate new data under the model, measuring discrepancy statistics with the simulated data and comparing those statistics to the same statistics measured from the real data. If simulated data resembles the data then the discrepancy statistics will be similar and the difference between them will be close to zero.

Posterior predictive simulation indicated that a three component mixture model (one inactive and two active mixture components) yields a good fit for both stages (Figures S.AT.2 and S.AT.3). The posterior predictive distributions for stage 2 was greatly improved when an additional mixture component was included (four total).

Figure S.AT.2: Stage 2 posterior predictive discrepancy statistics. Box and whisker plots show the data and interquartile ranges for three component (blue) and four component (red) models fit to the stage 2 data for the three discrepancy statistics from Thompson et al. (2020) measured from 2550 posterior predictive simulations.

```
## png
## 2
```

We attempted to fit a similar number of mixture components to the stage 5 distribution where the inactive and active components show much more overlap. Likely because of the greater overlap, we were unable to fit this more complicated model using zigzag and therefore use the two active component model for stage 5.

Figure S.AT.3: Stage 5 posterior predictive discrepancy statistics. Box and whisker plots show the data and interquartile ranges for three component stage 5 data for the three discrepancy statistics from Thompson et al. (2020) measured from 2550 posterior predictive simulations.

```
## png
## 2
```

We also overlaid predictive distribution of simulated transcriptome distributions with the posterior distribution observed in the data to further assess fit and locate regions of the distribution where fit could potentially improve by further modification to the model. We found that the

distributions of simulated data overlapped over much of the real data distribution for all of the lines analyzed with zigzag. Figure S.AT.4 shows the predictive densities of true expression levels and posterior densities of true expression levels for a model with one, two and three active components. The figure shows how increasing the number of mixture components gradually increases the overlap between the predictive distribution and the posterior distribution. The distance between the two is measured by the upper level Wasserstein metric “W\_U” above. See the supplemental appendix in Thompson et al. (2020).

Figure S.AT.4 Example posterior predictive distribution of latent mixture model fit by zigzag with one, two, three or four components. Simulated distributions of true gene expression levels, ( $P(Y'|X)$ ; green) overlaid with the posterior distribution of true expression levels, ( $P(Y|X)$ ; orange).  $X$  is the data,  $Y$  is the true, unobserved expression levels of genes, and  $Y'$  is the predicted true expression level of genes for simulated data. Arrows point to approximate location of mixture component means.

### Final probability estimation

After confirming all chains converged onto the same joint posterior distribution, all four chains were concatenated to get a combined posterior estimate of each gene's activity state. If individual gene-level parameters (means and variances) had ESS < 100 in any of the four chains then that gene was flagged. Ten genes were flagged in at least one line. All but three of those genes had identical posterior probabilities of active expression in all lines. Figure S.AT.5 shows examples of the expression probabilities estimated by zigzag compared to the expression distributions (log TPM) for a single library from a stage 2 and a stage 5 sample.

Figure S.AT.5: Probabilities of 500 random genes with respect to their log TPM in estimated from a single library of a stage 2 data set and a stage 5 data set.

```
## png
## 2
```

Zigzag MCMC and posterior predictive simulation files are located in supplemental data file zigzag\_DATA.AT.1.tar.gz

How the deposited data were processed for this re-analysis (not part of the article)

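RNA of single Drosophila melanogaster embryos was measured at stage 2 and late stage 5 in 4 Raleigh lines (RAL307, RAL357, RAL360 and RAL517) and 4 Zambia lines (ZI050, ZI094, ZI160 and ZI470), with 3 embryos per line and stage. The authors sequenced paired reads of 100 bp, trimmed them with Cutadapt 1.7, aligned them with HISAT2 2.1.0 to FlyBase release 6.18 and counted reads per gene with featureCounts. The deposited table holds their values as counts without normalization, in 48 columns, all of which were used. Each sample was mapped to its line and stage by its column name. No reads were aligned again. Other species, other deposited studies and the heat survival experiment were not analysed here.

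Gene symbols, types and positions came from the BDGP6.54 annotation, which is newer than the one the authors used and has the same assembly. Of the 17481 genes in the table 17343 matched it. Ribosomal RNA held 2.88% of the counts and the 10 most counted genes held 7.05%. The sequence of the genome was not used.

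Analyses used R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15. Counts were normalized by edgeR's TMM method, with filterByExpr by line (minimum count 10, minimum total 15), and tested by the quasi-likelihood F-test with Benjamini-Hochberg adjusted p under 0.01. Within a population the test covered any difference among the 4 lines, between populations the coefficient of population over 24 embryos, and between pairs of lines the 6 embryos of the pair. The interaction of stage and population was tested over all 48 embryos. Differences between populations in counts, log2 ratios and pairs were tested by exact permutation of the 8 lines, with 35 splits and a smallest two-sided p of 0.0286. Where pairs of lines of different populations were compared with pairs within one, each split was counted in both orders. Log2 ratios had 0.5 CPM added. Enrichment on the X chromosome was tested by Fisher's exact test against arms 2L, 2R, 3L and 3R. Zygotic-only genes passed the stage 5 filter with a mean under 1 CPM in every line at stage 2. Principal components were computed from counts divided by DESeq2's size factors, and line means were clustered by complete linkage.

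The named genes were fixed by a rule written in advance. They are 9 genes the paper names as results in its text, the 20 genes of its Table S1, of which Pus7 (listed there as CG6745) was treated with the first 9, the 5 genes per stage with the largest fold change among DE genes whose line means do not overlap, and maternal and zygotic marker genes as checks of the labels. The gene lists were glutathione S-transferases by symbol, protein-coding genes whose symbol begins with Hsp or Hsc, and genes annotated as pseudogenes. The annotation gives no full gene names, so the glutathione S-transferases were found by symbol alone.

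The alternatives tried were an adjusted p under 0.05, DESeq2's likelihood ratio test, DESeq2's size factors, no filter, a filter of 5 CPM in all embryos of a line, counts thinned to the lowest total, all 24 embryos of a stage in one fit, sums over the embryos of each line, a replicate block, other pseudocounts (0.1 and 2 CPM), other limits for zygotic-only genes and pseudogenes, a wider heat shock list and leaving out each embryo in turn. With DnaJ and co-chaperone symbols added to the list, 9 heat shock genes were DE within Raleigh and 10 within Zambia at stage 2. Replicate numbers were checked as a pairing of embryos across lines. After removal of line means, 10 of 63 pairs with the same number correlated above 0.1 at stage 2 and 9 of 63 at stage 5, so the numbers were not used as pairs. The steps were tested on simulated data with 200 of 7566 genes changed 4-fold at a dispersion of 0.02. The test between populations recovered 200 with 5 false calls and that within Zambia 200 with 1 false call. That of a pair of lines recovered 199 with 3 false calls, and no gene was called in an unchanged population. Apart from the changed genes the simulated lines did not differ. The simulation therefore cannot show how many false calls real differences between lines bring to the test between populations. In the real data the other splits of the lines had a median of 59.5 DE genes at stage 2 and 168.5 at stage 5. Embryos of the same line were checked for duplicated columns by the chi-squared statistic per degree of freedom between them, whose lowest value was 3.68 and median 35.9.

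No embryo was left out of the reported values. RAL360 replicate 3 of stage 5 has a total 81.8-fold below the median of its stage, with 7199 genes counted against a median of 11814, and limits what thinned counts can show. In that embryo a floor of 3 counts stands for 8.80 CPM.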

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

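Of the tests in this part, that of heat exposure for Hsp23 was chosen only after the result was seen. In each population and stage, the line mean farthest from the other 3 was compared with the range of the 4 lines for 9 genes named in the paper's text and for Pus7, which its Table S1 lists as CG6745. In 4 of 36 groups its gap, as a share of the range, exceeded the 95% critical value of Dixon's test, which chance exceeds in about 1.8 of 36 groups. Differences between the stages were tested with a term for the interaction of stage and population.

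Hsp23 in ZI160 at stage 2 lay far above the other Zambia lines, with a gap of 0.873 of their range. The paper describes all RNA at stage 2 as maternal, which argues against heat on the embryos themselves as a source of transcripts. If the mothers of ZI160 had been exposed to heat, other heat-inducible genes might be raised with Hsp23. The median log2 ratio of ZI160 to the middle of the other lines was -0.00762 over Hsp26, Hsp27, Hsp68 and the summed Hsp70 copies. Its members went both ways, with 0.04 for Hsp26, -0.05 for Hsp27, -0.22 for Hsp68 and 2.03 for the Hsp70 copies. The test therefore leaves exposure of the mothers to heat open. A difference in genotype between the lines is a biological explanation that was not tested.

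Unc-115a in RAL517 at stage 5 (118 ± 4.14 CPM, SD, n = 3 embryos) lay above the other Raleigh lines (74.7 to 81.3 CPM) with a gap of 0.846 of the range. Cyp12d1-p in RAL307 at stage 5 (21.1 ± 2.58 CPM) lay above the other Raleigh lines (0.272 to 3.42 CPM) with a gap of 0.848. Pus7 in ZI160 at stage 5 (53.0 ± 6.76 CPM) lay above the other Zambia lines (9.10 to 15.0 CPM) with a gap of 0.866. No technical explanation was tested for these 3 lines, and a difference in genotype was not tested either.

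The difference between the populations changed from stage 2 to stage 5 for 5 of 10 genes, described here, of which 9 are named in the paper's text and Pus7 only in its Table S1, as CG6745. It changed for 9 of 13 others in that table, with changes in log2 fold change of -2.73 to 1.75. The change in log2 fold change (stage 5 minus stage 2) was 0.36 for Zcchc7 (adjusted p = 0.000438 from edgeR's quasi-likelihood test), 0.66 for swa (adjusted p = 0.00256) and 2.33 for Pus7 (adjusted p = 1.25e-06). Pus7 was lower in Zambia at stage 2 and higher at stage 5, where ZI160 stands apart as described above. The change was 5.75 for Unc-115a (adjusted p = 2.42e-13) and 4.13 for Unc-115b (adjusted p = 7.22e-06), both from the same edgeR test. For Unc-115b the fitted value depends on Zambia embryos with at most 1 count at stage 2 and is no bound. Reads shared between the 2 paralogs were not tested. Over all genes, 568 of 10193 had such an interaction, and 1 of the 35 splits of the lines, the real one, gave as many, the highest other split giving 405. With the embryos of each line summed, 8 genes did. That transcripts of the zygotic genome differ between the populations in other ways than the maternal ones is consistent with this count and stays a hypothesis, found and tested on the same embryos.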

How the results depend on the processing

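The alternatives were chosen before the data were examined, apart from thinning to the second-lowest total, the alternatives for the shares DE within only 1 population and the count of deviant genes without 1 embryo, which were chosen after seeing the data. Each changed 1 choice. A result is called stronger or weaker here where its p moved to the other side of the threshold, whatever its size. Of the results on groups of genes or lines, 189 values from alternatives other than leaving out embryos kept their direction and size, 2 were stronger, 14 reversed and 65 moved. Among values that left out 1 embryo, 723 kept them, 3 were stronger, 49 reversed and 59 moved. Of the fold changes of named genes, 82 kept their direction and side of the threshold, 30 were weaker and 4 stronger, and without 1 embryo 720 kept them, 39 were weaker and 9 stronger. No fold change of a named gene reversed. The causes of the changes below were not tested, except where fewer counts or fewer samples are part of the alternative. The replicate block was run only within Zambia, since the RAL357 embryos of a stage all carry replicate number 1, and not for the other results.

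With an adjusted p under 0.05, more genes pass by construction. At stage 2, 2551 genes were DE within Zambia, 2956 within Raleigh and 1217 between the populations, and 28.0% of those DE within a population were DE within both. The pairs averaged 1079.5 genes for Raleigh, 1043 for Zambia and 1539 for lines of different populations, so that the difference of Zambia and Raleigh pairs reversed to -36.2. The glutathione S-transferases numbered 8 and the pseudogenes 35. At stage 5, 4487 genes were DE within Raleigh and 2659 between the populations, 38.9% were DE within both, and the pairs averaged 1902, 3279.7 and 3317 genes. The X odds ratio reversed to 0.935, 11 zygotic-only pseudogenes were DE and 1241 genes had an interaction.

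With DESeq2's likelihood ratio test, 2390 genes were DE within Zambia at stage 2, 2684 within Raleigh and 789 between the populations, and 26.0% were DE within both. The pairs averaged 1003 genes for Raleigh, 969.5 for Zambia and 1288 between them, and the difference of Zambia and Raleigh pairs reversed to -33.8. Within Zambia 13 heat shock genes were DE. At stage 5, 29.5% of genes were DE within both. The difference of Zambia and Raleigh pairs was 1415.5 genes, against 1040.5, with a lower exact permutation p (0.0286, the smallest possible, against 0.171), and that of mixed and Zambia pairs reversed to -152.

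DESeq2's size factors in the edgeR fit reversed the X odds ratio at stage 5, to 0.994, and that of zygotic-only genes, to 0.994. Without a filter, 25.3% of genes were DE within both populations at stage 5, the difference of mixed and Zambia pairs reversed to -43.3, the X odds ratio of zygotic-only genes reversed to 0.913 and 9 zygotic-only pseudogenes were DE. The stricter filter tests fewer genes. It gave 8 DE pseudogenes at stage 2. At stage 5 it gave 874 genes DE between the populations, 24.9% DE within both, a smaller difference between Zambia and Raleigh of 1916 genes, against 2302, with a lower exact permutation p (0.0286, against 0.0857), a reversed difference of mixed and Zambia pairs of -57.5 and reversed X odds ratios of 0.958 and, for zygotic-only genes, 0.602. No zygotic-only heat shock gene passed this filter, so 0 of 0 tested were DE within Zambia (0 at an unadjusted p under 0.05), and of zygotic-only pseudogenes it left 1 DE between the populations.

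Thinning to the lowest total removes most counts of stage 5, where RAL360 replicate 3 limits it. It left 722 genes DE within Zambia, 266 within Raleigh and 135 between the populations, with 12.1% DE within both. The pairs averaged 91.5 genes for Raleigh, 256 for Zambia and 236 for mixed pairs, a reversed difference of -20.5. The X odds ratio of zygotic-only genes reversed to 0 (Fisher's exact test, p = 0.603), and 144 genes had an interaction. No zygotic-only heat shock gene or pseudogene had enough counts left to be tested, so 0 of each were DE (0 at an unadjusted p under 0.05). Thinning to the second-lowest total gave 4636 genes within Zambia, 2396 within Raleigh and 1323 between the populations.

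With all 24 embryos of a stage in one fit, 1983 genes were DE within Zambia at stage 2, with 674.5 per Raleigh pair and 757 per Zambia pair, and at stage 5, 3926 within Raleigh, with 1606 per Raleigh pair. Summing the embryos of each line leaves 4 samples against 4. At stage 2, 0 genes, 0 glutathione S-transferases (8 at an unadjusted p under 0.05) and 0 pseudogenes (26 at an unadjusted p under 0.05) were DE between the populations. At stage 5, 1 gene, 0 zygotic-only pseudogenes (6 at an unadjusted p under 0.05) and 8 genes with an interaction were past the threshold. At stage 2, 849 genes had an unadjusted p under 0.05.

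With the genes kept by filterByExpr, 8 lines clustered with their population at stage 5. PC1 held 74.8% of the variance of raw counts and 91.5% of that of the 16 line means. A limit of 0.5 CPM for zygotic-only genes reversed their X odds ratio to 0.991. At a minimum of 5 CPM, 42 pseudogenes were expressed at stage 2 in Raleigh and 51 in Zambia, and of zygotic-only ones 9 and 5. At 0.5 CPM the zygotic-only ones numbered 57 and 48, and with at least 3 counts in all 3 embryos of a line 99 and 77.

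Leaving out 1 embryo at a time gave the following ranges at stage 2. Genes DE within Zambia numbered 624 (without ZI094 replicate 3) to 2655 (without ZI470 replicate 1) and within Raleigh 1001 (without RAL517 replicate 1) to 1517. Their difference lay between -916 and 1115, and it reversed in 9 of 24 fits. The share DE within both lay between 11.7% and 20.1% and the difference in log2 ratio between -0.36 and 0.17, reversed in 10 of 24. Raleigh pairs averaged 258 to 424 genes and Zambia pairs 301 to 973. The difference of Zambia and Raleigh pairs lay between -115.3 and 557, reversed in 8 of 24, and that of mixed and Zambia pairs between -167 and 303, reversed only without ZI470 replicate 1. Heat shock genes DE within Zambia numbered 1 (without ZI050 replicate 1) to 11 (without ZI470 replicate 1).

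At stage 5, the share DE within both lay between 17.1% and 24.1%. Raleigh pairs averaged 486 (without RAL360 replicate 1) to 760.3 genes. The difference of Zambia and Raleigh pairs lay between 601 and 1286, with an exact permutation p of 0.0286 in the 3 fits without 1 RAL517 embryo, and that of mixed and Zambia pairs between -188 and 211, reversed in 12 of 24. The X odds ratio lay between 0.982 (without ZI470 replicate 3, the 1 reversed fit) and 1.10, and that of zygotic-only genes between 0.906 and 1.10, reversed in 8 of 24. Zygotic-only pseudogenes DE between the populations numbered 4 to 8 (without ZI160 replicate 3). By the cut into 2 groups, the lines clustered with their population numbered 5 to 8, with 8 only without ZI470 replicate 1. The fits without 1 embryo kept the number of genes DE within Zambia (3864 to 4533) and Raleigh (1716 to 2654) at stage 5, that of genes DE between the populations (452 to 561 and 1160 to 1485) and the X odds ratio at stage 2 (1.41 to 1.70) within 1.5 times their value.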

Differences from the paper's values

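The paper reports 3174 genes DE within Zambia at stage 2, against 1272 here. Of the alternatives set before the data were examined, an adjusted p under 0.05 (2551) and DESeq2's likelihood ratio test (2390) came within 1.5 times the paper's number, as did the fit without ZI470 replicate 1 (2655). DESeq2's size factors, no filter, the stricter filter, thinned counts, the joint fit of all 24 embryos and the replicate block did not. For Raleigh at stage 2 the paper reports 2512 genes, against 1540, and the gap closed with an adjusted p under 0.05 (2956), DESeq2's test (2684) and the joint fit (1724), but not with size factors, no filter, the stricter filter, thinned counts or any 1 embryo left out. For Raleigh at stage 5 the paper reports 3648, against 2402. The gap closed with an adjusted p under 0.05 (4487), DESeq2's test (3070), no filter (2745), the joint fit (3926) and without RAL360 replicate 3 (2654) or RAL357 replicate a (2539), and not with size factors, the stricter filter or thinned counts.

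The share of genes DE within both populations is 29% in the paper and 17.6% here at stage 2, and 41% in the paper and 22.7% here at stage 5. DESeq2's test (26.0% and 29.5%) and an adjusted p under 0.05 (28.0% and 38.9%) closed both gaps, the fit without ZI470 replicate 1 (20.1%) closed that at stage 2, and size factors, no filter, the stricter filter and thinned counts closed neither. The share DE only within Zambia at stage 5 is 39% in the paper and 58.5% here, and the share DE only within Raleigh at stage 2 is 28% in the paper and 46.8% here. For these 2 shares the alternatives were chosen after seeing the data. An adjusted p under 0.05 (43.3% and 40.7%) and DESeq2's test (55.2% and 40.6%) closed both gaps. That at stage 5 also closed with DESeq2's size factors (58.1%), no filter (54.7%) and without RAL357 replicate a, RAL360 replicate 3 or any 1 Zambia embryo (53.5% to 57.5%), and not with the stricter filter or thinned counts. That at stage 2 also closed without ZI470 replicate 1 (24.0%) and without any 1 of 8 Raleigh embryos (36.3% to 41.6%), and not with size factors, no filter, the stricter filter or thinned counts.

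For the difference in log2 ratio at stage 5 the paper's t-test gives p = 7.278e-06 and the exact permutation test 0.0571. The smallest p that the 35 splits can give is 0.0286, so no alternative could close this gap and its size says nothing about the embryos. For the pairs of lines, the paper's p for mixed against Zambia pairs is 0.06972 at stage 2, against an exact permutation p of 0.414, and only the joint fit (0.0571) closed the gap. At stage 5 the paper's p is below 2.2e-16, against an exact permutation p of 0.957 and 0.0571 with the joint fit. The smallest p of that permutation is 0.0143, so no alternative could close the gap.

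The paper gives a mean of 2.83 for Zambia and 2.89 for Raleigh in its unit of reads per embryo, against 28.3 and 27.5 in the same unit in the table of counts, where the median totals are 28093691 and 29195757 counts. Divided by 10, the means of the table are 2.83 and 2.75, which closes both gaps. The source of this factor was not tested, and no other alternative applies to these totals.

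The paper counts 17 heat shock genes DE within Raleigh at stage 2, against 6, and 19 within Zambia, against 8. DESeq2's test closed the gap for Zambia (13), and no alternative closed it for Raleigh, the highest being 9. Of zygotic-only heat shock genes the paper counts 6 for Raleigh, against 0 here, with 0 at an unadjusted p under 0.05, and 8 for Zambia, against 1. No alternative closed these gaps. The paper counts 16 zygotic-only pseudogenes expressed in Raleigh, against 34, and 8 in Zambia, against 25. The minimum of 0.5 CPM (57 and 48), the minimum of 5 CPM (9 and 5) and 3 counts in all embryos of a line (99 and 77) did not close these gaps. Of zygotic-only pseudogenes the paper counts 16 DE between the populations, against 5, and only an adjusted p under 0.05 (11) closed the gap.

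Fig. 2D shows, read by eye, about 970 DE genes per Raleigh pair at stage 2, against 416, about 1400 per Zambia pair, against 474, and about 1400 per mixed pair, against 697. At stage 5 Fig. 2D shows, read by eye, about 1600 per Raleigh pair, against 732. An adjusted p under 0.05 (1079.5, 1043, 1539 and 1902) and DESeq2's test (1003, 969.5, 1288 and 1097) closed all 4 gaps. The joint fit closed those of Raleigh pairs (674.5 and 1606) and of mixed pairs (990.2), and the fit without ZI470 replicate 1 that of Zambia pairs (973). The other alternatives closed none.

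The paper states that more genes are DE within Zambia than within Raleigh at stage 2, where the difference here was -268 genes. It states that lines of different populations differ by more genes than Zambia lines at stage 5, where the difference here was 10.6 genes. It names ZI094 as the line with the highest Hsp23, and in the table of counts, as in Fig. 5A, that line is ZI160 (205 CPM, against 17.4 in ZI094). It names ZI160 as the line with high swaΨ, and in the table of counts, as in Fig. 6D, that line is ZI094 (17.6 CPM, against 0.508 in ZI160). It lists Unc-115b as DE between the populations, which held here at stage 2. At stage 5 it held with DESeq2's test (adjusted p = 0.00329) and in 4 of 24 edgeR fits without 1 embryo (lowest adjusted p = 0.00680), but not with all 24 embryos in edgeR's test (adjusted p = 0.0121). The paper names Cyp12d1-p among the genes highlighted by its DE analysis. Between the populations it was not DE here, with an adjusted p of 0.0718 at stage 2 and 0.0206 at stage 5 from edgeR's quasi-likelihood test. With DESeq2's likelihood ratio test the adjusted p was 0.0403 at stage 2 and 0.00802 at stage 5. The paper counts 7 glutathione S-transferases, against 5, and DESeq2's test gave 7.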

Other observations

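The tests chosen only after the result was seen are the splits for heat shock genes and pseudogenes, the splits for the X odds ratio at stage 5 and of zygotic-only genes, the single-embryo tests of heat shock genes in ZI470, the tests of depth and of another line for ZI470 replicate 1 at stage 2, the search for other mislabelled embryos, the fit without that embryo, the direction of genes DE between the populations, the reads shared by swa and swaΨ and the comparison of single embryos without the genes of the most deviant one.

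Other splits of the samples test how often as many DE genes arise by chance. Within Zambia 1 of 100 splits of the embryos, the real one, gave as many genes as the lines at stage 2 and likewise 1 of 100 at stage 5, the highest other split giving 49 and 856. Within Raleigh it was 1 of 100 at both stages, with 64 and 315. Between the populations, 1 of 100 splits of the embryos gave as many at each stage (highest other 0 and 21), and 1 of 35 splits of the lines (highest other 411 and 915). For heat shock genes 1 of 100 splits gave as many within Zambia and within Raleigh at stage 2 and within Zambia among zygotic-only genes. For glutathione S-transferases and for pseudogenes at stage 2 and among zygotic-only genes 1 of 35 splits of the lines did. In pairs of lines 3 embryos face 3, which makes 10 splits, and 28 of the 280 splits at each stage were as large, the 28 real ones. This design cannot give a smaller share.

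The excess of DE genes on the X chromosome at stage 2 was met by 4 of the 35 splits of the lines, the real one included. The 3 others had 61, 34 and 59 DE genes and odds ratios of 1.76, 2.18 and 1.59. At stage 5 it was met by 9 of 35 splits and for zygotic-only genes by 5 of 35. An excess of this size may therefore arise from the choice of lines. Expression level was argued against as its cause, since the Mantel-Haenszel odds ratio over 5 bins of mean expression was 1.54 at stage 2.

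ZI470 replicate 1 at stage 2 stands apart from the other embryos of its line. After each gene was centred, its correlation across genes with its own line was lower by 0.107 than that with the closest other line (-0.107), as a mislabelled embryo would give. Its highest correlation with another line was 0.109, below the 0.2996 that is the lowest correlation of the other 47 embryos with their own line, which argues against an embryo of any of the 7 other lines. The correlation of its deviation with the change from stage 2 to stage 5 was -0.0623, which argues against developmental age. Its total count of 28.9, in the unit of the paper's averages, lay within the 25.1 to 30.3 of the other stage 2 embryos, which argues against low depth. The highest median share of another line's level at that line's private genes was 628%, from 2 genes of RAL357. With 1 to 4 private genes per line this test decides nothing, and RNA from another line stays open, as does an embryo from outside the 8 lines, which was not tested. Of the 24 stage 2 embryos, 23 were closest to their own line at stage 5, and this embryo was the exception.

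Among the other 47 embryos, 0 lay closest to the mean of another line, which argues against further mislabelling. The number of genes in which an embryo differs from both others of its line averaged 8.75 in Raleigh and 27.5 in Zambia at stage 2. The exact permutation p over the 35 splits of the lines was 0.914. ZI470 replicate 1 alone gave 105 of the 106 genes of its line, and the other Zambia lines had 1, 1 and 2, against 24, 8, 3 and 0 in Raleigh. Without the genes of that embryo the Zambia mean lay below the Raleigh mean (exact permutation p = 0.229). At stage 5, without the 176 genes of RAL360 replicate 3, it did too, with 2.50 against 7.75 (exact permutation p = 0.429). These means go against more variation left within Zambia lines, but the Raleigh lines spread from 0 to 24 and the tests do not exclude it.

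Within Zambia fewer genes were DE than within Raleigh at stage 2. Without ZI470 replicate 1, 2655 genes were DE within Zambia, so the spread of 1 embryo may account for the lower count. The difference also reversed in each of 8 fits that left out 1 Raleigh embryo (22 to 271 genes). At stage 5 fewer genes were DE within Raleigh. Without RAL360 replicate 3, 2654 genes were DE within Raleigh, still fewer than within Zambia, which argues against the depth of 1 library as the whole cause. With a score for the developmental age of each embryo in the model, 3178 genes were DE within Zambia, against 4704 without it. Within Raleigh 2365 genes were DE, against 2402. The score also spread more in Zambia (SD 0.0213) than in Raleigh (SD 0.0125). The score was taken from the deviation of each embryo from all embryos of the stage, so it also holds differences between lines. It lay between -0.0257 and -0.00620 in ZI094, -0.000105 and 0.0170 in ZI050, 0.0131 and 0.0353 in ZI160, and 0.0212 and 0.0373 in ZI470. The lower count with the score therefore cannot be told apart from a loss of differences between lines. The difference that remained was not tested over splits of the lines, so age as part or the whole of the cause stays open. A difference in genetic variation between the populations stays open and was not tested.

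If reads of Zambia lines aligned less well to the reference, the genes DE between the populations would be lower in Zambia. They were lower in 57.1% at stage 2, against 48.3% of all tested genes, and in 54.7% at stage 5, against 50.5%. Normalization centres the differences of all genes, so these shares decide nothing and less complete alignment stays open.

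The highest line mean of swaΨ was 34.6-fold the lowest at stage 2, while that of swa was 1.09-fold. Across the 8 line means r was -0.681 (exact permutation p = 0.0165) and rho was -0.714 (p = 0.0576 from permutations), and r without the 2 farthest lines was -0.301. The level of swaΨ was 0.0964% to 3.60% of that of swa. A share of the reads of swa that is the same in every line would give a constant percentage and is argued against. A share that differs between lines would lower swa where swaΨ is high, as the sign of r has it, and it stays open with 8 lines and a correlation that rests on 2 of them. A difference in the copy itself between lines was not tested.

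At stage 5 ZI470 had high levels of the summed Hsp70 copies and of Hsp83. The log2 ratio to the middle of the other lines was 3.45 for the Hsp70 copies, 1.95 for Hsp83 and 2.24 for Hsp68. It was 0.67 for Hsp26 and 0.38 for Hsp27. The mean of Hsp23 in ZI470 (43.1 CPM) lay below those of the other Zambia lines and above those of the Raleigh lines. All 3 embryos of ZI470 lay above the 21 others for both the Hsp70 copies (987 to 3869 CPM, against at most 468) and Hsp83 (794 to 1321 CPM, against at most 533), which argues against a single embryo. For Hsp68 1 of the 3 did (6.78 to 11.0 CPM, against at most 9.96). All 3 lay above the mean of every other line (at most 4.62 CPM, in ZI094), which goes against a single embryo, but 1 embryo of another line lay above 2 of them, so this explanation stays open. The median log2 ratio of all tested genes in ZI470 was 0, which normalization fixes, so the test of a gain common to all genes of the library decides nothing. Exposure of this line's embryos to heat and a difference in genotype were not tested. The Hsp70 copies could share reads and were summed for this reason.

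The 113 genes annotated on the Y chromosome had a summed level of 81.7 ± 12.0 CPM (SD, n = 8 lines) at stage 2 and 103 ± 38.8 CPM at stage 5. The paper states that XX genomes supply the whole stage 2 transcriptome, which argues against the Y as the source of the stage 2 level. The level was higher at stage 5 in 5 of 8 lines, which leaves open how much of the stage 5 level is from the Y. The paper states that XY embryos were taken at stage 5. For stage 2 embryos no sex is stated, and it has no bearing on maternal RNA.

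Glutathione S-transferases were also tested at stage 5, where 9 of 31 were DE between the populations over all genes tested and 9 adjusted over the list alone.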
